# The First Bite— Profiling the Predatosome in the Bacterial Pathogen *Bdellovibrio*

**DOI:** 10.1371/journal.pone.0008599

**Published:** 2010-01-06

**Authors:** Carey Lambert, Chien-Yi Chang, Michael J. Capeness, R. Elizabeth Sockett

## Abstract

*Bdellovibrio bacteriovorus* is a Gram-negative bacterium that is a pathogen of other Gram-negative bacteria, including many bacteria which are pathogens of humans, animals and plants. As such *Bdellovibrio* has potential as a biocontrol agent, or living antibiotic. *B. bacteriovorus* HD100 has a large genome and it is not yet known which of it encodes the molecular machinery and genetic control of predatory processes. We have tried to fill this knowledge-gap using mixtures of predator and prey mRNAs to monitor changes in *Bdellovibrio* gene expression at a timepoint of early-stage prey infection and prey killing in comparison to control cultures of predator and prey alone and also in comparison to *Bdellovibrio* growing axenically (in a prey-or host independent “HI” manner) on artificial media containing peptone and tryptone. From this we have highlighted genes of the early predatosome with predicted roles in prey killing and digestion and have gained insights into possible regulatory mechanisms as *Bdellovibrio* enter and establish within the prey bdelloplast. Approximately seven percent of all *Bdellovibrio* genes were significantly up-regulated at 30 minutes of infection- but not in HI growth- implicating the role of these genes in prey digestion. Five percent were down-regulated significantly, implicating their role in free-swimming, attack-phase physiology. This study gives the first post- genomic insight into the predatory process and reveals some of the important genes that *Bdellovibrio* expresses inside the prey bacterium during the initial attack.

## Introduction

*Bdellovibrio bacteriovorus* are predatory delta Proteobacteria which invade the periplasm of other Gram-negative bacteria and attach to their inner membrane forming an infective structure called a bdelloplast. In this structure the prey peptidoglycan is modified so the bdelloplast does not burst, but accommodates the growing predator; the cellular constituents of the prey bacterium are degraded to monomers which are taken up and used to fuel growth and division of the *Bdellovibrio* (Figure 1). The gene products required for the initial invasive predatory processes have not been extensively studied but the genome sequencing of *B. bacteriovorus* HD100 [1] revealed a genome of 3.85Mb, including a core genome similar to that of non-predatory bacteria and some 40% of the genome comprising a potential predicted “predatosome” of genes, encoding both hydrolytic products that may be employed in prey degradation, and genes that may be required specifically for host predation and thus are not conserved across the Proteobacteria.

**Figure 1:**
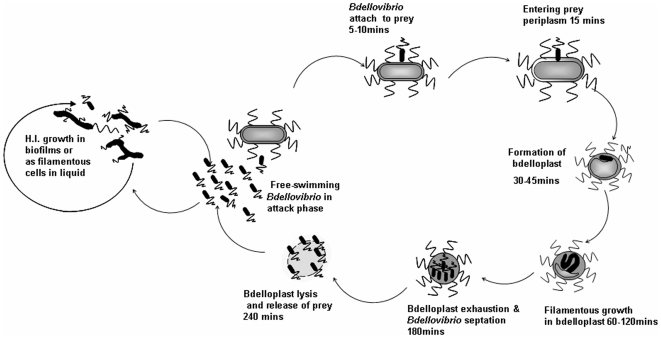
Predatory and HI growth cycles of *Bdellovibrio*. Attack-phase cells invading *E. coli* prey undergo a predatory growth cycle and replicate, being released some 4 hours later. Timing of the predatory cycle events are shown, including the 30 minute predation stage when *Bdellovibrio* are in the bdelloplast. Axenic growth of pleiomorphic sessile HI cells occurs on protein-rich media for cells derived from attack-phase populations.

By combining careful semi-synchronous culturing of prey and predators with RNA preparations we have been able to study the transcriptome of *Bdellovibrio* at 30 minutes of predatory interaction, a key point in predation, as the *Bdellovibrio* enters the prey periplasm and establishes itself by attaching to the prey cytoplasmic membrane and killing the prey. Other timepoints in the predatory process will also be fascinating to study but would be difficult to synchronise, so here we report genes whose products are involved in the early “predatory bite” of *Bdellovibrio* at 30 minutes of interaction with prey cells. We also have identified those genes that are involved in the motile, “hungry”, non-replicative, attack-phase life-style of *Bdellovibrio*, which it adopts when seeking out prey, and that are down regulated when the bacteria enter prey and establish a bdelloplast. As *Bdellovibrio* begin replication after they enter prey we also profiled gene expression in *Bdellovibrio* that were growing axenically on lab media, in the so-called prey/host-independent “HI” growth mode, again in comparison to the attack-phase condition used above (Figure 1). We then combined and compared the data sets with each other to delineate *Bdellovibrio* genes whose expression, at 30 minutes predation, was dedicated to predatory processes rather than just growth *per se* (Figure 2). We also were able to define genes that were expressed specifically in HI growth and not in either predatory attack phase or 30 minutes of prey-invasion.

**Figure 2:**
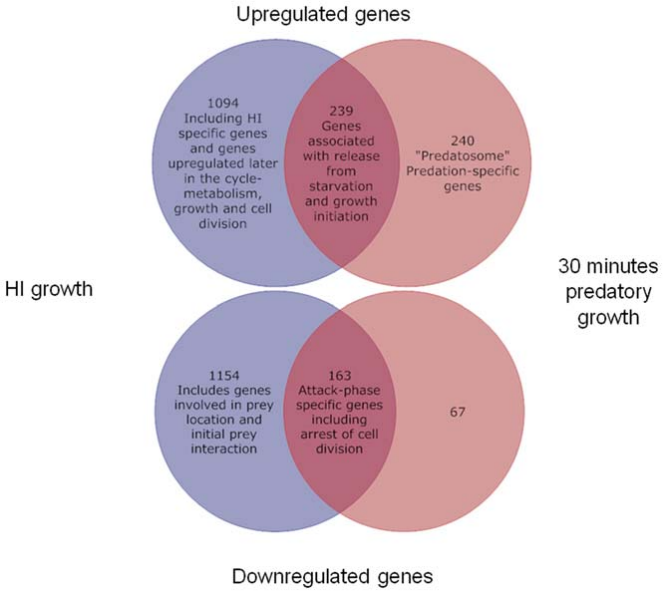
Combining Attack-phase, HI and Predatory Datasets. Venn diagram produced by combining our datasets in a comparison of genes up or down-regulated in 30 minutes predation versus attack-phase and those up or down regulated in HI growth versus attack phase. This allows identification of gene expression patterns specific to each growth state- 30 minutes predation, attack-phase outside prey, or axenic HI growth without prey. For example 240 genes that are specifically up-regulated only upon 30 minutes predation, compared to attack phase; are delineated away from a set, of 239 “release from starvation and growth initiation” genes that are up-regulated both in predation and HI growth, compared to non-replicative attack-phase *Bdellovibrio*.

Our data illuminate, for the first time across the genome, some of the molecular inventory required for the predatory lifestyle of *Bdellovibrio*. Some of these differentially expressed genes have been previously found by ourselves and others in directed studies of particular genes, or random mutagenesis, to be important in predation or HI growth and many others are newly associated with discrete phases in the predatory process.

## Materials and Methods

### Culture Conditions for Predatory Infections

*Escherichia coli* S17-1 prey and *Bdellovibrio bacteriovorus* HD100 were grown as described previously [2]. To establish near synchronicity of infection, predatory co-cultures were sub-cultured in 50ml Ca/HEPES buffer for 3 days at 24 hour intervals before the resultant *Bdellovibrio* were used to inoculate a 1L culture of Ca/HEPES buffer with 60ml of an overnight (18 hour) culture of *E. coli* S17-1 prey. The resulting attack phase *Bdellovibrio* after 24h incubation were concentrated 10 times by centrifugation and incubated alongside 100ml of overnight cultured *E. coli* adjusted to OD_600_ of 1.0 in Ca/HEPES buffer for 3 hours with shaking at 200rpm at 29°C to stabilise gene expression. Colony counts of *E. coli* and plaque counts of *Bdellovibrio* showed that there was no significant loss of viability during incubation in these stabilisation conditions. 50ml of this *Bdellovibrio* attack-phase culture were mixed with 40ml of the *E. coli* culture and 30ml Ca/HEPES buffer for the infection. Control infections of *Bdellovibrio* only and *E. coli* only were carried out concurrently. At 30 minutes post-infection or control, 10ml samples were taken into 1% phenol 19% ethanol (final v/v), incubated at 4°C for 45 minutes, spun down at 3320g for 10 minutes at 4°C before the pellet being stored at −80°C for later RNA purification [2].

### Choice and Verification of HI Strain and Culture Conditions for HI

*Bdellovibrio* HI strains are known to vary considerably in cell morphology, motility, pigmentation, growth rate and predation ability so it was important to choose wisely in our expression profiling. For the HI array experiments we carefully chose an HI strain HID13 which we isolated (alongside other HI strains) and grew axenically from the predatory HD100 type strain by differential filtration and growth on PY media [3]. HI strains of *Bdellovibrio* are notorious for showing a diversity of cell length, pigmentation, motility and predation capabilities and many of them have a mutation in a gene Bd0108 at the so-called *hit* locus, a locus associated with axenic growth. HID13 was chosen, from a range of other HI strains, as it showed flagellar motility, a median typical cell length for an HI culture, proportion of elongated cells, and retained predatory ability as determined by the YPSC overlay technique. We determined that it had a single point mutation at the start codon of Bd0108 causing ATG→ATA. After we determined the expression profile for HID13 and verified expression levels by QPCR for representative (up-, down, and unchanged) genes we also checked the expression of those and other genes in matched quantities of mRNA from other HI strains we had isolated to verify that the effects were not HID13-specific. The other HI strains we used were HID22 which has a 42bp deletion in Bd0108 and much longer cells on average; HID2 which have a wild-type Bd0108 sequence but a higher proportion of small motile cells than most other HI strains and HID26 which have a wild-type Bd0108 sequence but have a larger proportion of sphearoplasting-morphology cells than typical. HI strains are also reported to change phenotype upon prolonged HI culturing [4], so copious frozen stocks of each strain were prepared as soon as possible after isolating and initial growth and all experiments were carried out on strains grown from these frozen stocks with the minimum length of culturing time.

Host independent (HI) strain HID13 of *Bdellovibrio bacteriovorus* were streaked onto PY plates from frozen stocks and incubated for 3–5 days. A sample from these plates was used as an inoculum for a 2ml PY broth culture which was incubated overnight with 200rpm shaking at 29°C and then increased to 50ml before further overnight incubation. This culture was then back-diluted to OD_600_ of 0.1 and then grown to log phase (OD_600_ of 0.6±0.1). 4ml samples were taken into 1% phenol 19% ethanol (final v/v), incubated at 4°C for 45 minutes, spun down at 3320g for 10 minutes at 4°C before the pellet being stored at −80°C [2].

### RNA Preparations

RNA was prepared from the frozen bacterial pellets using modifications to the Promega SV total RNA isolation kit protocol, published elsewhere [2] except that double the initial volumes were used to take into account the larger bacterial pellets i.e. 200µl starting volume. Several RNA preparations from the same infection were pooled for array analysis.

### Oligonucleotide Arrays and Data Analysis

For the HI array experiments, matched amounts (10µg) of RNA were used from attack phase *Bdellovibrio bacteriovorus* HD100 and Host-Independently grown *B. bacteriovorus* HID13. For the predatory array experiments the presence of the *E. coli* RNA in the infection resulted in this sample having 5.12 times the amount of total RNA compared to the *Bdellovibrio bacteriovorus* HD100 only control and so, in order that equivalent amounts of *Bdellovibrio* RNA was labelled for array analysis, 10µg of *Bdellovibrio* only RNA and 51.2µg infection RNA were used for labelling for each array hybridisation. Oligonucleotide arrays were produced by NimbleGen Systems Inc. and their expression labelling and hybridisation service was used. Three independent experiments were carried out and the log ratio (base 2) of the normalised data provided by NimbleGen was used for statistical analysis using *t*-test in the package MEV [5]. A paired *t*-test with a threshold *p*-value of 0.05 was used. The normalised data were also analysed using SAM with a cut-off of 1.3-fold change in expression and a delta of 0.0 which resulted in a median false discovery rate of 0.11%. For stringency and confidence in the data, only those genes called significant in both of these analyses were considered. The predatory data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE9269. The HI data discussed in this publication are accessible through GEO Series accession number GPL8539. Datasets were compared from all three conditions (attack-phase : predatory 30 minutes : HI) to derive the Venn diagram shown in Figure 2.

For the 30 minutes predation data, the nucleotide sequence of each significantly differentially expressed gene was compared to the Colibase [6] sequence database, by BLASTn analysis, to determine if there was any significant sequence identity with the *E. coli* genes. This was important as this data set, unlike the HI and attack-phase datasets, was produced against a background of *E. coli* prey RNA. Only 19 genes showed significant (E<0.001) identity enough to have sufficiently few mismatches to potentially bind the 25-mer probes of the arrays in the stringent hybridization conditions used. Of the genes discussed in this work, only the ATP synthase genes, RNA polymerase genes and Bd0099 are included in these and so it should be borne in mind that these may be false positives. RT-PCR on the ATP synthase genes however- with controls of *E. coli* only RNA giving a negative result- showed that this is unlikely.

### QPCR Analysis to Verify Gene Expression Levels

Quantitative real-time RT-PCR was carried out on Stratagene MX3005P or MX4000 machines, using the Statagene Full Velocity SYBR Green QRT-PCR kit in one-step reactions as described previously [7]. RNA samples were prepared as detailed above and serial dilutions of these were used for QPCR with primers designed to anneal to transcripts from two genes that were up-regulated upon 30 minutes predation (Bd1904, Bd0416), two that were down-regulated (Bd2620, Bd0659) and two that were not significantly changed for the 30 minutes predation condition (*sdhB* :Bd0026, *pilA*: Bd1290). We also used primers designed to anneal to transcripts from two genes that were up-regulated (*narL* :Bd2837, Bd1476), two down-regulated (Bd2462, Bd0367) and two not significantly changed for the HI growth condition (*dnaK*: Bd1298, Bd1168). Absolute expression was calculated against a standard curve of a template of extracted PCR product and the ratios of expression in the two samples were compared. At least two independent experiments were carried out and included relevant controls such as no template, no reverse transcriptase and also with *E. coli* RNA alone as a template. A *t*-test was carried out on each set of data to ascertain significance. The PCR products were sequenced to confirm the specificity of the reactions.

Semi quantitative end-point RT-PCR, used to compare expression in different HI strains to that of HID13, was as described elsewhere [2], except with matched amounts of RNA (to 10ng per µl as determined by nanodrop spectrophotometer) from several HI strains and host dependent strains from attack phase or 4 hours post infection (both stages contain negligible amounts of *E. coli* prey RNA). Suitable controls were carried out with no template, no RT and controls with genomic DNA or *E. coli* RNA as template.

## Results and Discussion

### Microarray Analysis and Dataset Comparison

We considered genes that were significantly differentially regulated by both statistical criteria mentioned in the methods. In the attack-phase to 30 minutes predation shift, this gave 479 genes (13% of the genome) that were up-regulated and 230 genes (6.4%) that were down-regulated by 1.3 fold or higher upon 30 minutes of *Bdellovibrio*-prey interaction ( a growth condition hereafter referred to as “predatory”) compared to attack-phase *Bdellovibrio*. Although many of the differentially expressed genes were hypotheticals, those with KEGG categories fell into markedly different categories for up- versus down-regulated (Figure 3). Many genes were highly up-regulated with 62 of the 479 being up-regulated between 5- and 16-fold in predatory versus attack-phase. Some of these genes lie within clusters that also seem to be up-regulated but fall just below the 1.3 factor cut-off and statistical analyses we apply here, and so their surrounding genes were taken into consideration during data interpretation. It must be remembered that in our predatory samples large amounts of prey RNA were present and beginning to be degraded by the *Bdellovibrio*. Although we controlled against cross reactivity for our array data, as mentioned above, the background of RNA may have acted as a non-specific blocking agent or buffer reducing signal. This is why we have taken an expression cut-off of genes that are 1.3 fold up-regulated and above, although many of the genes we studied were very highly differentially regulated. Hughes and co-workers reporting in Cell [8] verified the validity and significance of genes expressed at cut-off levels of 1.2 and above in expression studies that they carried out on *E. coli*.

**Figure 3:**
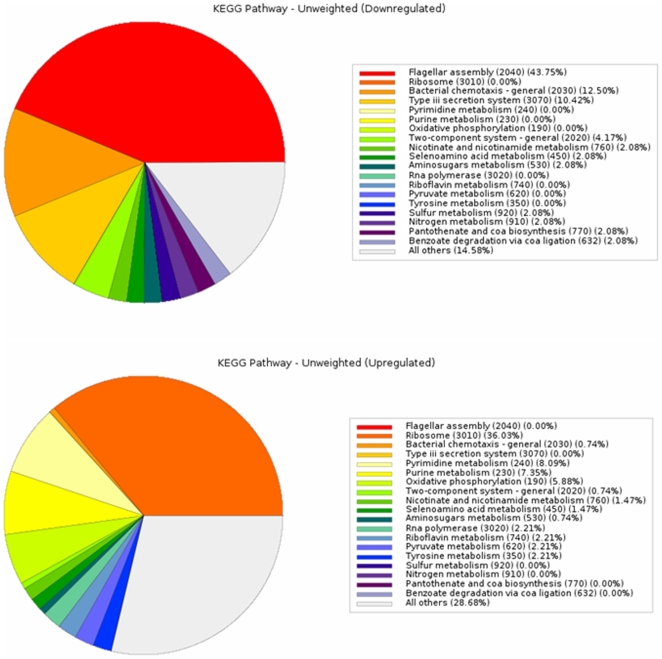
Up- and Down-regulated genes from attack-phase to predatory come from very different KEGG categories. Pie charts showing the very different category distributions, of significantly down regulated or up-regulated *Bdellovibrio* genes upon the shift from attack phase to 30 minutes predation. (Only genes that have KEGG categories are shown, organised by those categories). Type iii secretion system category refers only to flagellar genes as *Bdellovibrio* has no other Type III system).

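RNA of attack-phase *B. bacteriovorus* HD100 and of the host-independent strain HID13, a derivative of HD100 that grows without prey on rich medium, was read on single-colour oligonucleotide arrays. Each state was measured on 3 arrays from 3 independent experiments, with 10 µg of RNA per array labelled with Cy3, and the HI cultures were harvested at an OD600 of 0.6. The arrays carry 13 probes for each of 3587 genes, each probe spotted in 4 blocks, and 7014 random control probes. The authors deposited the raw spot intensities and the intensities after RMA, a background correction followed by quantile normalisation. The values showed that RMA had been run in 2 separate sets, replicate 1 of both states in one and replicates 2 and 3 of both states in the other. Here the RMA intensities were put on a log2 scale, the 4 spots of each probe were averaged and the 13 probes of a gene were combined by median polish. Group levels are given as mean ± SD over the 3 arrays and so span both sets. Differences between HI and attack phase were fitted with limma within pairs of the same replicate number, each pair lying in 1 set, with Benjamini-Hochberg adjustment over all genes. The error of a log2 fold change is its standard error. Gene names are those of Figure S1, which names 2931 of the genes in the copy read here. Lists of genes defined by product name cover only the first 1999 genes of that copy, except that the cyclic di-GMP list also holds 3 *pilZ* genes that the paper names. The median raw intensity of the gene probes was 1599, 1326 and 1501 on the attack-phase arrays and 1113, 1948 and 1608 on the HI arrays. The random probes, which set the background, had raw medians of 1287, 1250 and 1358 in attack phase and 378, 256 and 568 in HI growth. A gene was taken as above the random probes on an array where it exceeded the 95th percentile of 539 sets of 13 random probes. This held for 68.1%, 29.6% and 40.2% of genes on the attack-phase arrays and for 94.8%, 98.5% and 97.0% on the HI arrays. Where a gene was above the random probes on none of the 3 attack-phase arrays, its increase is given as a lower bound, measured from that percentile. Across genes, which are not independent replicates, attack-phase array 1 correlated with arrays 2 and 3 at r = 0.65 and 0.64, against 0.91 between arrays 2 and 3. The HI arrays correlated with one another at 0.87 to 0.94. The number of arrays limits the precision of each value.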

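Gene expression differed widely between the 2 states. Of 3587 genes, 892 (24.9%) were up-regulated and 836 (23.3%) were down-regulated in HI growth, and 1859 did not pass the test (limma, adjusted p under 0.05).
The change ran the same way in all 3 pairs for 886 of the up-regulated and 835 of the down-regulated genes. At an unadjusted p under 0.05 the counts were 1019 and 975.
The most strongly down-regulated gene in this fit was Bd3184, which has no name in the copy of Figure S1 read here. The log2 level was 14.8 ± 0.195 in attack phase and 8.25 ± 0.200 in HI growth (n = 3 each), which is 92.5-fold lower. Next came Bd1114, a hypothetical protein gene, at 86.4-fold lower, and both were above the random probes on all 3 attack-phase arrays.
Of the 836 down-regulated genes, 327 were above the random probes on all 3 attack-phase arrays and 173 on none of them. The random probes themselves were lower in HI growth, with 505 of 539 sets passing as lower and a median log2 fold change of -1.83, while the median of all genes was -0.00826. A gene called down-regulated at a value above -1.83 thus fell by less than the median random set.
Centring the arrays on their random probes adds the same amount to every gene, which put the median of all genes at 1.82 and gave 1868 up-regulated and 53 down-regulated genes. A gene passes as lower in that scaling only where it fell by more than the random probes. Subtracting the random probes put the median at -0.71 and gave 447 and 1230. There low values were held at a floor, at which 62.2%, 82.7% and 65.0% of genes lay on the attack-phase arrays. On the HI arrays 10.7%, 2.01% and 6.72% did, and their floors were lower. A fall or a lost increase after this subtraction can thus come from the floor alone. Both scalings were chosen after seeing the data.
Within the set of replicates 2 and 3 the counts were 1053 and 1037, and the other set has 1 array per state and so no test. Without replicate 2 they were 472 and 300. Under the paired *t*-test of the methods, adjusted by Benjamini-Hochberg, 1 gene was up-regulated and 5 were down-regulated. Of the 91 genes chosen to be named, 61 had a call, and all 61 lost it.

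**Figure D1:**
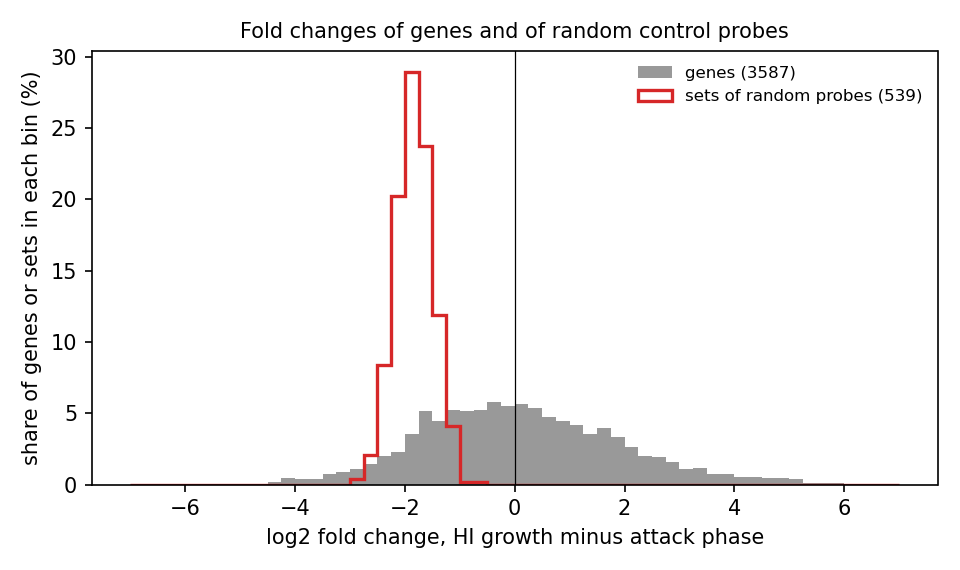
Share of genes (grey bars, 3587 genes) and of random probe sets (red outline, 539 sets) in each bin of log2 fold change, HI growth minus attack phase. The genes spread to both sides of 0, whereas the random sets centre on -1.83.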

For the HI growth versus attack-phase comparison the same statistical approach and cut-off value, resulted in 1333 genes (37.2%) up-regulated and 1317 genes (36.7%) down-regulated from attack phase to HI growth. 

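Bd2511 encodes citrate synthase, which brings acetyl-CoA into the TCA cycle, and had the largest increase in this fit. Its log2 level was 9.13 ± 0.675 in attack phase and 15.3 ± 0.200 in HI growth (n = 3 each), a 72.8-fold increase. The ribosomal protein genes Bd2973 (L2), Bd2989 (L10) and Bd2960 (L18) were 67.7-fold, 58.1-fold and 54.0-fold higher. Bd2611, a subunit of the cbb3-type cytochrome oxidase, was 51.8-fold higher, and Bd3897, a subunit of ATP synthase, was 43.8-fold higher, both above the random probes on only 1 attack-phase array, so that these folds are taken against levels near background. Bd2511 and these ribosomal genes were above them on 2 of 3, so their folds too are taken partly against background. Attack-phase arrays 1 and 2 held Bd2511 just above the 95th percentile of the random sets. Its log2 levels there were 8.43 and 9.78, against 8.29 and 9.64. The hypothetical protein gene Bd0427 and Bd2971, ribosomal protein L22, were above the random probes on no attack-phase array and rose at least 47.4-fold and at least 29.5-fold. In all, 175 genes were up-regulated 10-fold or more (limma, adjusted p under 0.05), from 10.1-fold to 72.8-fold, and all 175 are in the study's lists of up-regulated genes, which were drawn from the same arrays. Of these, 23 were above the random probes on all 3 attack-phase arrays and 48 on none, and 27 genes had a lower bound of at least 10-fold. The count was 99 after normexp and quantile normalisation of the raw intensities, 104 from median-centred raw intensities and 104 from the mean of linear probe values. Subtraction of the random probes, a scaling chosen after seeing the data, gave 86. The *t*-test adjusted by Benjamini-Hochberg left 1.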

Again there were high levels of up-regulation with 212 genes being between 10- and 76-fold up-regulated in HI compared to attack phase. While this appears to be a very large proportion of the genome differentially regulated, this is not unexpected as the HI growth phase includes growth, development, genome replication and cell division whilst the attack phase is a much more specialised, non-replicative phase of motility and prey location and so the genes required for these stages are likely to be very different. As such, it is difficult to determine which genes are important for each individual function. Comparisons between attack phase and HI cultures are not prone to the RNA dilution/cross reaction effects discussed for the predatory situation above and mentioned by others [9] so differential expression between these two states could be further tested and refined. Future studies could test the HI synchronisation techniques reported by Jurkevitch and co-workers to determine whether the HI-specific dataset is altered at particular timepoints in HI growth [10].

However, by comparing the attack phase-HI dataset to that above, where gene expression changes caused by change from attack phase to 30 minutes of predatory intraperiplasmic growth by *Bdellovibrio* were measured; many interesting subsets of differentially regulated genes can be identified and putative activities assigned.

Figure 2 shows the overlap and differences between datasets comparing attack phase to HI and attack phase to predatory growth in prey periplasm. This shows 163 genes (4.5%) down-regulated in both datasets and 67 genes (1.9%) down-regulated in the transition to predatory growth alone; together these 230 represent genes specific to the non-replicative, highly motile, mono-flagellate attack phase cell type. The 239 genes (6.6%) up-regulated in both predatory and HI datasets likely represents genes involved in release from the attack phase “starvation” conditions and growth and development initiation. 

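The genes that Figure S1 lists as up-regulated in both datasets were mostly higher on the HI arrays. Of the 239 genes, 168 were up-regulated in HI growth and 71 did not pass, with 180 passing as higher when adjusted over the list alone. The list was chosen by the study partly on these arrays, so the direction is not independent evidence. In attack phase, 36 of the 239 genes were above the random probes on all 3 arrays and 74 on none. The paired *t*-test of the methods, unadjusted and at 1.3-fold, called 143 of them higher.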

Of particular interest are the 240 genes (6.6%) which are specifically up-regulated upon predation and NOT up-regulated during HI growth suggesting that they are part of a “predatosome” of genes specifically involved in the interaction with prey cells. These data further support the idea that these genes are important in predation, as was postulated by their up-regulation upon entry to the bdelloplast. 

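None of the genes of the predatosome list passed as up-regulated in HI growth, which does not show that they were unchanged. Of the 240 genes, 26 were down-regulated and 214 did not pass, and limma called 0 higher, at an unadjusted p under 0.05 as well as after adjustment. The paired *t*-test of the methods, unadjusted and at 1.3-fold, also gave 0 higher and 17 lower. With the 4 spots on each of 3 arrays taken as 12 datapoints, which are not independent, a *t*-test gave 2 higher and 84 lower. Adjusted over the list alone, limma called 0 of them either way. The study chose this list partly by the absence of an increase on these arrays, so the count is not independent evidence. Of the 240 genes, 75 were above the random probes on all 3 attack-phase arrays and 53 on none, and 4 of the 26 down-regulated genes were above them on all 3. The median of the list was -0.32. It turned to 0.0627 without replicate 3. Centring on random probes put it at 1.51, below the median of all genes in that scaling, 1.82.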

Many genes (1094) (30%) are up-regulated in HI, but not upon predatory growth in prey bdelloplast. 

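Of the 1094 genes listed as up-regulated in HI growth alone, 724 were higher on the HI arrays and 370 did not pass (limma, adjusted p under 0.05). With the genes up-regulated in both datasets the study lists 1333 genes, of which 892 passed as higher and 441 did not pass, and 967 passed when adjusted over the list alone. Both lists were chosen by the study on these arrays and are not independent evidence of a direction. Of the 1333, 190 were above the random probes on all 3 attack-phase arrays. Across the 1999 genes with a fold change in the copy of Figure S1, the log2 fold changes correlated with the study's at r = 0.988, across genes of the same arrays. The paper explains the large number of genes that differ by the phases themselves. In its reasoning HI growth takes in growth, development, genome replication and cell division, whereas attack phase is a specialised phase without replication, so that the genes needed for each are likely to be very different.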

Whilst most of these are likely to be involved in metabolism, growth, genome replication and cell division that is not yet taking place upon 30 minutes post infection, some of these are likely HI-specific genes and further analysis by RT-PCR on some of them has confirmed this. The genes belonging to each group are listed in Figure S1.

In order to ascertain that some genes were up-regulated in HI growth specifically, and not just later in the predatory cycle, expression of *narL*;Bd2837, Bd1640 and Bd0646 was monitored throughout the predatory cycle and RNA samples from the point of highest expression were used in matched amounts to compare to HID13 RNA. In all cases, the samples were 3 hour or 4 hour post-infection and so had negligible amounts of prey RNA remaining at this point of the predatory cycle [11], and in all cases, there appeared to be higher expression in the HI growth conditions showing that these genes are indeed expressed more highly in these conditions (Data not shown).

As mentioned in materials and methods, we verified that our transcriptional results were not specific to the chosen HI strain by carrying out RT-PCR for genes called as differentially regulated or called as stable in RNA from 3 other HI strains (Figure 4).

**Figure 4:**
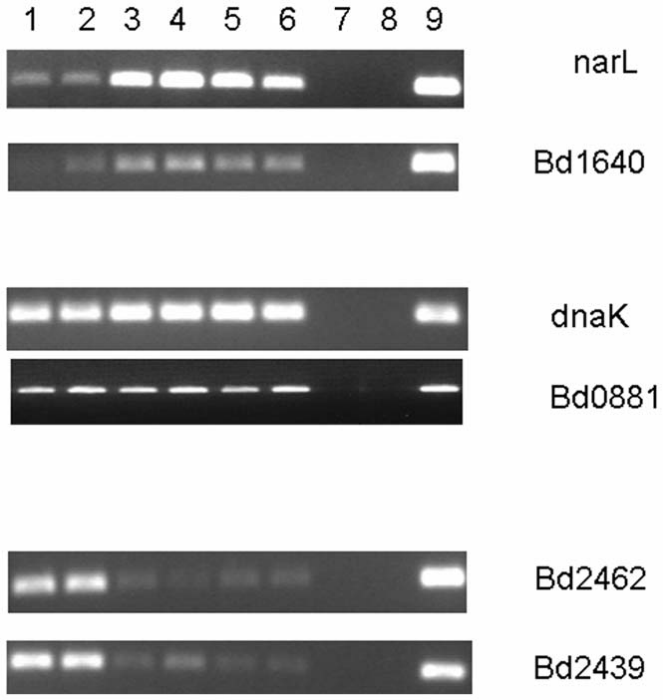
RT-PCR to show that differential expression is not HI-strain specific. RT-PCR on matched amounts of RNA to compare host-dependent attack phase (sample 1) and 4 hours post-infection (2) with 4 different HI strains HID13 (3), HID2 (4), HID22 (5) and HID26 (6) along with controls of *E. coli* prey RNA (7), no template (8) and HD100 genomic DNA as template (9). Primers were designed against 2 genes upregulated in HI phase (*narL* and Bd1640), 2 genes constitutively expressed in both phases (*dnaK* and Bd0881) and 2 genes with lower expression in the HI phase (Bd2462 and Bd2439). The fact that all 4 strains show the same expression patterns confirms that the results obtained were a consequence of the HI phenotype in general and not specific to the strain HID13 used for the arrays.

### Confirmation of Array Results by QPCR

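Among the genes tested by QPCR for the HI comparison, *narL* (Bd2837), a response regulator gene, was up-regulated on the HI arrays. Its mean level on the log2 scale was 9.77 ± 0.586 in attack phase and 12.6 ± 0.431 in HI growth (n = 3 each), which is 7.21-fold higher (adjusted p = 0.00139). Bd2462 was down-regulated 50.9-fold, from 12.8 ± 1.25 to 7.09 ± 0.156 (adjusted p = 0.000528). The log2 differences of its 3 pairs were -4.08, -6.42 and -6.50. Both *narL* and Bd2462 changed the same way in all 3 pairs and were above the random probes on all 3 attack-phase arrays. Bd0367, a response regulator gene, was 2.70-fold lower, a log2 fold change of -1.43 ± 0.486 (adjusted p = 0.0434, lower in 3 of 3 pairs). Bd1476 had a log2 fold change of 0.79 ± 0.543 and did not pass (adjusted p = 0.262, higher in 2 of 3 pairs), and Bd1168 one of 0.0514 ± 0.600 (adjusted p = 0.95). The call of Bd0367 was lost under 12 of 16 other settings, and its value was 0.00863 from median-centred raw intensities. Its fall was smaller than the median fall of the random probe sets, -1.83. From median-centred raw intensities Bd1476 and Bd1168 passed as higher, at 1.52 and 1.67.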

The array results were confirmed for the predatory and HI data sets by performing QPCR on two genes that were up-regulated (Bd1904, Bd0416 for predatory and *narL*:Bd2837, Bd1476 for HI; Figure 5), two down-regulated (Bd2620, Bd0659 for predatory and Bd2462, Bd0367 for HI; Figure 5) and two not significantly changed in the HI or predatory dataset (*sdhB*:Bd0026, *pilA*: Bd1290 for predatory dataset *and dnaK*: Bd1298, Bd1168 for HI dataset; Figure 5). T-tests on the QPCR data showed that the latter two pairs of genes were, as expected, not significantly differentially regulated in the appropriate HI or predatory condition, whilst the others were, demonstrating that the two independent methods were in agreement of statistical significance.

**Figure 5:**
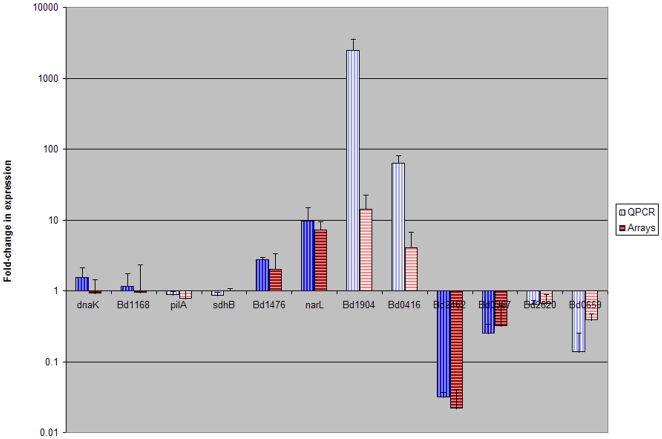
QRT-PCR results confirming the array results displayed on a log scale. T-test on the QRT-PCR data also showed that *sdhB* and *pilA* were not significantly differentially regulated in the transition from attack phase to predatory conditions and that *dnaK* and Bd1168 were not significantly differentially regulated in the transition from attack phase to HI conditions. It shows that Bd1904, Bd0416, Bd0659, and Bd2620 were significantly differentially regulated in the transition from attack phase to predatory and that *narL*, Bd1476, Bd2462 and Bd0367 were significantly differentially regulated in the transition from attack phase to HI. (T-test results confirmed the differences in expression between differentially regulated genes to be significant and that there were no significant differences in expression levels for those genes called as not differentially expressed in the array data). Darker colours are for genes confirming the HI array data, lighter colours for the 30 minutes predation experiment.

The differentially regulated genes at predatory conditions and HI conditions and their functional categories are discussed below.

### Genes Up-Regulated in Both HI and Predatory Datasets

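Genes that the paper names for transcription rose in HI growth. Bd2950, the alpha subunit of RNA polymerase, was above the random probes on no attack-phase array and rose at least 20.0-fold (adjusted p = 0.000363). Bd2984, a beta subunit, had a log2 fold change of 4.70 ± 0.382 (adjusted p = 0.000363) and was above the random probes on 1 attack-phase array. *rpoD* (Bd0242), the sigma factor of growth genes, went from a log2 level of 11.1 ± 1.25 to 13.2 ± 0.569 (n = 3 each), a log2 fold change of 2.06 ± 0.465 (adjusted p = 0.0106). *nusG* (Bd2992), an antitermination factor, rose at least 9.46-fold (adjusted p = 0.000622). GreA, which Figure S1 places at Bd2201 and which was chosen after its values were seen, had a log2 fold change of 1.99 ± 0.405 (adjusted p = 0.00709). All of these were higher in 3 of 3 pairs. Of 16 ribosomal protein genes in the named range, 13 were up-regulated and 3 did not pass, with the same counts adjusted over the list alone. Bd1066 (S1) had a log2 fold change of 4.54 ± 0.387 and Bd1624 (L35) one of 3.73 ± 0.419, and Bd0032 (S6) rose at least 7.79-fold. In attack phase 2 of the 16 were above the random probes on all 3 arrays. Of 6 RNA polymerase and sigma factor genes in that range, *rpoD* passed as higher and the other 5 did not pass, also when adjusted over the list alone. In attack phase 4 of the 6 were above the random probes on all 3 arrays. Among them was Bd0743, a sigma-E factor, with a log2 fold change of 0.30 (adjusted p = 0.65). The median of the 6 was 0.28 and turned to -0.14 without replicate 1. The call of *rpoD* was lost without replicate 2 and under the unadjusted *t*-test of the methods.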

Predominantly, the 239 genes that are significantly up-regulated in going from the non-replicative attack-phase to either HI or predatory conditions are, as would be expected, RNA polymerase genes including Bd2950, Bd2984 and *rpoD* sigma factor Bd0242; transcription factors and ribosomal genes and translation factors including anti-termination factors such as *nusG* Bd2992 [12] and *greA* [13], presumably to deal with the extra transcription. Similarly, *nusA* Bd1546 is an essential transcription elongation factor [14]. Genes encoding translation elongation proteins Tuf Bd2994 [15] and Ts Bd3782 [16] are up-regulated presumably to deal with the extra translational load as is Bd0069 the peptide chain release factor I [17] which mediates translation termination. These functions will be associated with producing hydrolytic enzymes to degrade prey components in the bdelloplast, or complex macromolecules in HI growth media, and also simply to begin to grow cellular mass and divide in HI cells (at 30 minutes predation growth will be beginning but division not yet proceeding). In addition ATP synthase genes are up-regulated to support such anabolism, secreted-enzyme synthesis and export and solute uptake via, in some cases ATP-dependent ABC transporters such as Bd0995, Bd1221 and Bd3637.

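The elongation factor genes *tuf* and *tsf* rose in HI growth. *tuf* (Bd2994), whose product carries aminoacyl-tRNA to the ribosome, had a log2 level of 11.3 ± 1.83 in attack phase and 15.6 ± 0.142 in HI growth (n = 3 each), a 20.1-fold increase (adjusted p = 0.00199). The log2 differences of its 3 pairs were 2.89, 6.19 and 3.92, so this fold depends on the pairs kept. *tsf* (Bd3782), whose product recharges Tu with GTP, rose at least 23.2-fold (adjusted p = 0.000363), and Bd0069, the release factor gene, at least 3.15-fold (adjusted p = 0.00255). *nusA* (Bd1546) had a log2 fold change of 2.98 ± 0.536 (adjusted p = 0.00465). Each was higher in 3 of 3 pairs. Of 7 translation factor genes in the named range, 4 were up-regulated, 2 were down-regulated and 1 did not pass, with the same counts adjusted over the list alone. The initiation factor gene Bd1547 (IF-2) had a log2 fold change of 3.24 ± 0.443 (adjusted p = 0.00158). The down-regulated members were Bd0232 (SUI1), at -1.58 ± 0.512 (adjusted p = 0.0371), and Bd0321, one of 2 genes named IF-1, at -1.13 ± 0.386 (adjusted p = 0.0438). Both fell by less than the median of the random probe sets, -1.83, so their falls are not told apart from background. Of the 7 genes 3 were above the random probes on all 3 attack-phase arrays, Bd0232 among them. The call of Bd0069 was lost when random probes were subtracted, and that of *nusA* under the unadjusted *t*-test of the methods.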

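Of 9 ATP synthase genes named in the copy of Figure S1, 8 were up-regulated in HI growth and 1 did not pass, the same adjusted over these genes alone, and 3 were above the random probes on no attack-phase array. The 7 outside the named range were counted after their values were seen, among them Bd3897, subunit B, at a log2 fold change of 5.45 ± 0.435 (adjusted p = 0.000363, higher in 3 of 3 pairs). The median of the 9 genes was above 0 under every setting run. In the named range Bd0009, a subunit of the membrane part F0, rose at least 3.96-fold (adjusted p = 0.00159, higher in 3 of 3 pairs). Bd0010, subunit C, did not pass (adjusted p = 0.193), and neither gene was above the random probes on an attack-phase array. The counts over these 2 were the same adjusted over them alone. The ABC transporter gene Bd0995 had a log2 fold change of 2.38 ± 0.439 (adjusted p = 0.00503), and Bd1221, for dipeptide transport, one of 2.07 ± 0.380 (adjusted p = 0.00494), each higher in 3 of 3 pairs. Bd3637 had a log2 level of 8.10 ± 0.219 in attack phase and 8.81 ± 0.301 in HI growth (n = 3 each) and did not pass (adjusted p = 0.158), and it was above the random probes on no attack-phase array. It passed as higher under the unadjusted *t*-test of the methods. Its log2 fold change turned to -0.43 with the mean of linear probe values, to -0.0646 from median-centred raw intensities and to -0.63 when random probes were subtracted.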

GroES- EL chaperone and Bd3764 trigger factor [18] genes are up-regulated to assist with the waves of protein synthesis that occur and a few genes associated with cell wall/membrane/electron transport chain biogenesis are induced including Bd0468, Bd1940 and Bd3487. 

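Both genes of the GroES-GroEL chaperonin, which folds new proteins, were up-regulated in HI growth. *groEL* (Bd0099) went from a log2 level of 9.61 ± 0.567 to 14.5 ± 0.472 (n = 3 each), a 29.6-fold increase (adjusted p = 0.000363), and was above the random probes on all 3 attack-phase arrays. *groES* (Bd0097) rose at least 8.23-fold (adjusted p = 0.000894). The trigger factor gene Bd3764 had a log2 fold change of 2.21 ± 0.411 (adjusted p = 0.00517). Bd3487, of ubiquinone and menaquinone synthesis, rose at least 6.49-fold (adjusted p = 0.0013) and Bd1940, an Fe-S oxidoreductase, at least 1.41-fold (adjusted p = 0.0248). Bd0468, a putative peptidoglycan deacetylase, had a log2 fold change of 2.12 ± 0.677 (adjusted p = 0.0354) and was higher in 2 of 3 pairs, the others in all 3. Of 14 genes for chaperones and peptidyl prolyl isomerases in the named range, 7 were up-regulated, 3 were down-regulated and 4 did not pass, the same adjusted over the list alone. Bd1806 (Hsp90) was at 2.35 ± 0.460 and the small heat shock gene Bd0917 at -1.51 ± 0.376. The fall of Bd0917 was smaller than the median fall of the random probe sets, -1.83. In attack phase 3 of the 14 were above the random probes on all 3 arrays and 3 on none. Without replicate 2 the calls of Bd1940 and Bd0468 were lost. That of Bd1940 also ended without replicate 3, from median-centred raw intensities, with the mean of linear values and when random probes were subtracted, and that of Bd0468 after normexp, under the unadjusted *t*-test and when random probes were subtracted.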

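Genes of DNA replication rose in part in HI growth. Of 13 in the named range, 6 were up-regulated and 7 did not pass (limma, adjusted p under 0.05), with the same counts adjusted over the list alone. Bd1582, a single-strand binding protein that covers the open template, had a log2 fold change of 3.72 ± 0.378 (adjusted p = 0.000574). *gyrB* (Bd0004), a subunit of DNA gyrase, was at 3.31 ± 0.409 (adjusted p = 0.00108) and *gyrA* (Bd0005) rose at least 5.03-fold. The beta clamp gene of DNA polymerase III, Bd0002, was at 1.52 ± 0.417 (adjusted p = 0.0208). The initiator gene *dnaA* (Bd0001) had 0.44 ± 0.382 and did not pass (adjusted p = 0.373). Bd3834, the alpha subunit gene of DNA polymerase III, had a log2 level of 8.56 ± 0.253 in attack phase and 9.02 ± 0.259 in HI growth (n = 3 each). It did not pass (adjusted p = 0.345), although it was higher in 3 of 3 pairs, and was above the random probes on 1 attack-phase array. Of the 13 genes, 2 were above them on all 3 arrays and 3 on none. Bd3834 passed as higher under the unadjusted *t*-test of the methods and with the mean of linear probe values, at 1.29, and was at -0.23 from median-centred raw intensities. The median of the list was above 0 except when random probes were subtracted, at -0.22.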

As this “up in both” dataset has, by definition, to include genes up-regulated at 30 minutes predation (and HI) then not enough predatory growth will have occurred by 30 minutes to require chromosomal replication and cell division, so it is not surprising that only one DNA polymerase subunit gene Bd3834 is called as up-regulated, other DNA replication encoding genes are up-regulated in the HI-specific gene set. It is interesting that Bd0039 encoding a site-specific invertase is induced in both HI and predatory datasets, possibly indicating the role of invertible promoters in the exit from attack-phase [19].

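Bd0039, named a site-specific DNA inversion stimulation factor in Figure S1, was up-regulated in HI growth. Its log2 level was 8.62 ± 0.267 in attack phase and 12.5 ± 0.320 in HI growth (n = 3 each), a 14.9-fold increase (log2 fold change 3.89 ± 0.386, adjusted p = 0.000534). It was higher in 3 of 3 pairs and above the random probes on 1 of 3 attack-phase arrays.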

Transporters, both exporters of effector proteins and enzymes and importers of growth substrates are important to the predatory process as well as the extracellular degradation of complex protein molecules and monomer uptake for HI growth [20]. The prey cytoplasmic components remain compartmentalised from the *Bdellovibrio* in the bdelloplast so transport is required for degradation too. 

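*secY* (Bd2955), the channel subunit of the Sec preprotein translocase, was up-regulated in HI growth. The log2 level was 9.42 ± 0.721 in attack phase and 13.9 ± 0.353 in HI growth (n = 3 each), a 22.2-fold increase (adjusted p = 0.000436, higher in 3 of 3 pairs). It was above the random probes on 1 attack-phase array. *secG* (Bd1036), another subunit, had a log2 fold change of 0.80 ± 0.431 and did not pass (adjusted p = 0.162, higher in 2 of 3 pairs). It was the only export gene in the list drawn by product name, which held 12 genes. Of these 4 were up-regulated and 8 did not pass, with 2 up-regulated when adjusted over the list alone, and 1 was above the random probes on all 3 attack-phase arrays. The 4 were Bd0294, of fumarylacetoacetate hydrolysis, Bd0484 and Bd1462, of aspartate metabolism, and Bd0715, of pyrimidine synthesis. Apart from *secG*, the 8 that did not pass were unrelated genes too, so these counts do not describe export.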

We found that Bd2955 encoding the SecY preprotein translocase [21] is significantly up-regulated in both datasets and other *sec* genes are up-regulated but just miss our statistical significance test, reiterating the importance of Sec system in secreting the many degradative enzymes into the prey cytoplasm. 

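The twin arginine transport gene *tatE* (Bd2196) had a log2 level of 10.1 ± 0.523 in attack phase and 11.6 ± 0.802 in HI growth (n = 3 each). Twin arginine transport moves folded proteins across the inner membrane. Its log2 fold change was 1.43 ± 0.521, higher in 3 of 3 pairs, and missed the threshold (adjusted p = 0.055). It was above the random probes on all 3 attack-phase arrays. It passed as higher without the replicate block, from median-centred raw intensities, at 1.89, and without replicate 1, at 1.62. It also passed when random probes were subtracted, a scaling chosen after seeing the data, at 1.71.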

Twin arginine transport gene Bd2196 which encodes a homologue of the TatA pore protein, named TatE [22] is also up-regulated suggesting that some predatory, as well as HI, proteins may be secreted by this alternative transport system. This supports an unpublished observation from our laboratory (C-Y Chang in preparation) that a *tatE* deletion strain had both predatory and HI growth defects. 

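ComL, a competence lipoprotein that Figure S1 places at Bd0125, was up-regulated in HI growth. This gene was chosen after its values were seen. Its mean level on the log2 scale was 9.76 ± 0.646 in attack phase and 11.5 ± 0.704 in HI growth (n = 3 each). The log2 fold change was 1.77 ± 0.398 (adjusted p = 0.0103), higher in 3 of 3 pairs, and the gene was above the random probes on all 3 attack-phase arrays.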

Other up-regulated genes include *comL* [23] encoding a “competence protein” involved in DNA uptake, this is an interesting up-regulated gene for a bacterium that takes up prey DNA at least in a degraded form; does this protein allow uptake of any prey DNA segments, after endonuclease activity, into predator; does it allow transformation of *Bdellovibrio* in the HI, but not attack-phase state? Only 4 other predicted membrane transport genes of a predicted 244 in the genome were up-regulated in both HI and predatory datasets, Bd2512 for glycerol-3-phosphate transport, Bd1221 for dipeptide transport and two other ABC transporters. It seems likely that many more will be up-regulated in the predatory state soon after the 30 minute point as breakdown products from the prey are detected. Indeed this has been shown to be the case, later in the predation process, for the maltoporin *lamB* [24].

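Figure S1 gives glycerol-3-phosphate transport to Bd2152, which rose in HI growth and was chosen after its values were seen. Bd2512 is named a hypothetical protein there and was down-regulated on the HI arrays. Its log2 level was 8.89 ± 1.03 in attack phase and 7.65 ± 0.530 in HI growth (n = 3 each), a log2 fold change of -1.24 ± 0.438 (adjusted p = 0.0498, lower in 3 of 3 pairs). It was above the random probes on 1 attack-phase array and fell by less than the median of the random probe sets, -1.83. Genes of ABC transporters, which use ATP to move solutes, changed both ways. Of 46 in the named range, 13 were up-regulated, 11 were down-regulated and 22 did not pass, with 14 and 11 adjusted over the list alone. Over all genes 24.9% were up-regulated and 23.3% down-regulated, so these counts do not set the list apart. Bd1024 had a log2 fold change of 3.86 ± 0.708 (adjusted p = 0.0049) and Bd1658, a phosphate-binding protein gene, one of 3.69 ± 0.391 (adjusted p = 0.000652). Bd1773 was at -2.93 ± 0.503 (adjusted p = 0.00386). Of the 46 genes 6 were above the random probes on all 3 attack-phase arrays and 12 on none, and 4 of the down-regulated genes were above them on all 3. The call of Bd2512 was lost without replicate 2 or 3, without the replicate block, after normexp and under the unadjusted *t*-test of the methods.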

### Genes Up-Regulated in Predatory, but Not HI, Datasets

This category of 240 genes are very interesting as they potentially exclude those genes simply involved with release from attack-phase into growth, namely they should be part of the “predatosome” of predatorily specific genes. This group of genes is dominated by 174 genes encoding hypothetical proteins, presumably cryptic members of the predatosome and very worthy of our mutagenesis and tagging, as a *Bdellovibrio* community, to test their predatory roles.

After the highly upregulated hypothetical genes, a large operon of genes Bd0412–Bd0420 is highly predatorily up-regulated (4–7 fold) at 30 minutes predation, but not under HI growth and its genes Bd0417–0420, which are clustered after hypotheticals Bd0412–0416, are homologous to those encoding a TonB system and are annotated as encoding adventurous gliding motility (Agl) proteins due to homology to those in the Myxobacteria [25]. In the Myxobacteria, which are delta proteobacterial “cousins” of *Bdellovibrio*, the *agl* gene products may be involved in a contact sensitive process energised by the TonB-like component (TonB systems energise outer membrane transport processes in other bacteria). Thus it is possible that Bd0412–0420 are genes with products involved in prey contact and establishment of *Bdellovibrio* in the periplasm or the cross-membrane-energised secretion or uptake of molecules during predation. Interestingly, as is discussed later in genes up-regulated in HI but not predatorily, there are 3 other homologous *tonB*-like/*agl* operons in the *Bdellovibrio* genome (Bd0828–Bd0838, Bd1473–Bd1483 and Bd2368–Bd2377) with different regulatory patterns.

Some of the many sensor-regulator genes of *Bdellovibrio* are specifically predatorily up-regulated to presumably sense developing conditions in the bdelloplast and programme later regulatory events such as the secretion of new waves of hydrolytic enzymes, *Bdellovibrio* septation and prey cell lysis in response to the available prey nutrient levels. These include transcriptional regulator genes Bd0136, Bd1634, Bd3063, two-component sensor-kinase genes Bd3359, Bd3360 and also Bd2320 a CarD like transcriptional regulator [26].

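In HI growth the regulator genes Bd0136, Bd1634 and Bd3063, the two-component genes Bd3359 and Bd3360 and the CarD-like gene Bd2320 did not pass as changed. Sensor kinases pass outside signals to response regulators by phosphate transfer. Bd3359 had a log2 level of 9.51 ± 0.969 in attack phase and 9.97 ± 0.346 in HI growth (n = 3 each), a log2 fold change of 0.46 ± 0.511 (adjusted p = 0.485). Bd2320 was at 0.22 ± 0.379 (adjusted p = 0.663), Bd3063 at 0.22 ± 0.977 (adjusted p = 0.868) and Bd1634 at 0.17 ± 0.382 (adjusted p = 0.732). Bd0136 had 0.16 ± 0.427 (adjusted p = 0.777) and Bd3360 had 0.14 ± 0.683 (adjusted p = 0.873). Bd0136 and Bd1634 were above the random probes on no attack-phase array, and Bd3063, Bd3360 and Bd2320 on all 3. The sign of each value turned under other settings. With the mean of linear probe values each of the 6 values was below 0, from -0.73 for Bd0136 to -0.0114 for Bd1634.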

Several peptidoglycan metabolising genes are up-regulated in predatory conditions and not HI. These may be employed for remodelling *Bdellovibrio* to squeeze through the outer-membrane pore in the prey cell, for remodelling the growing *Bdellovibrio* sacculus as the cell begins to replicate, or for metabolising prey peptidoglycan (including de-cross-linking it), to provide a stable but spacious bdelloplast structure or to liberate cell wall monomers for *Bdellovibrio* growth; all of these activities will be occurring, especially the former and the latter, as the *Bdellovibrio* settles into the prey periplasm. 

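The peptidoglycan genes Bd0816, Bd3459, Bd3575, Bd1358 and Bd3279 did not pass as changed in HI growth. The D-alanyl-D-alanine carboxypeptidase genes, whose products cut peptide cross-links, had log2 fold changes of -0.26 ± 0.409 for Bd0816 (adjusted p = 0.632) and 0.14 ± 0.932 for Bd3459 (adjusted p = 0.908). Bd3575, a lytic transglycosylase, was at -0.82 ± 0.434 (adjusted p = 0.157). Bd1358, a putative peptidoglycan-binding protein, was at -0.42 ± 0.915 and the deacetylase gene Bd3279 at -0.25 ± 0.633. Of 16 peptidoglycan genes in the named range, 4 were up-regulated, 2 were down-regulated and 10 did not pass, with the same counts adjusted over the list alone. Bd0633, a peptidoglycan-associated lipoprotein, rose at least 8.07-fold and Bd1951, another carboxypeptidase, had 3.35 ± 0.422 (adjusted p = 0.00117). Bd0436, a putative penicillin-binding protein, was at -2.29 ± 0.402 (adjusted p = 0.00424). In attack phase 2 of the 16 were above the random probes on all 3 arrays and 5 on none. Bd3575 passed as lower from median-centred raw intensities, at -1.06, and with the mean of linear values, at -1.89. Without replicate 1 Bd3459 was at -1.27, and without replicate 3 Bd1358 was at 1.18.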

Bd0816 and Bd3459 genes are up-regulated 5.9 and 5.4 fold upon predation. These encode the D-ala-D-ala carboxypeptidases which cleave the peptide crosslinks in peptidoglycan between D amino-acids, an activity that is recorded in old physiological papers when *Bdellovibrio* round up prey cells and form the bdelloplast making space in the periplasm to settle into [27]. Also highly up-regulated were genes Bd3575 encoding a soluble lytic murein transglycosylase which could degrade peptidyglycan backbone strands, Bd1358 encoding a putative peptidoglycan binding protein, and Bd3279 encoding a polysaccharide de-acetylase. De-acetylation of peptidoglycan is another activity already biochemically verified when *Bdellovibrio* act upon prey cell walls in the bdelloplasting process [28]. The roles of these peptidoglycan remodelling genes in predation is currently under further study in our lab.

As mentioned earlier, predatory invasion brings with it a sudden burst in protein synthesis and chaperone gene up-regulation. 

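The peptidyl prolyl isomerase gene Bd0722 was down-regulated in HI growth. Peptidyl prolyl isomerases turn proline bonds as proteins fold. The log2 level was 11.4 ± 0.531 in attack phase and 9.66 ± 0.153 in HI growth (n = 3 each), which is 3.34-fold lower (adjusted p = 0.0111, lower in 3 of 3 pairs), and it was above the random probes on all 3 attack-phase arrays. The isomerase gene Bd1903 had a log2 fold change of -0.49 ± 0.388 and did not pass (adjusted p = 0.325). The call of Bd0722 was lost from median-centred raw intensities, at -0.32, without replicate 2, and when random probes were subtracted. Its fall was smaller than the median fall of the random probe sets, -1.83, and its value was 0.0848 when the arrays were centred on random probes. Bd1903 passed as lower from median-centred raw intensities, at -0.72, and with the mean of linear values, at -1.16.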

In a related role peptidyl prolyl isomerase Bd1903 which encodes a protein which contributes to the folding of proline-containing proteins [29] is predatorily up-regulated while peptidyl prolyl isomerase Bd0722 expression falls in the shift from attack phase to predatory and to HI growth. The peptidyl prolyl isomerases are periplasmic proteins of Gram-negative bacteria. That one falls as the other rises may indicate altered specificities for different predatory-versus-free-living proteins and altered accessory proteins involved in binding to them to carry out the cis-trans isomerisation and conformational alterations.

In addition to the ATP synthase up-regulated in both predatory and HI conditions, genes encoding other components of the electron transport chain were highly predatorily up-regulated including Bd1938 encoding cysteine desulphurase and Bd0187 and Bd0188 encoding transport proteins, all involved in Fe-S cluster assembly [30].

### Genes Encoding Enzymes for Potential Prey Degradation

As this early timepoint in predation only a few genes of the very large arsenal encoding hydrolytic enzymes are de-repressed as, although the *Bdellovibrio* have entered the prey periplasm, degradation of the prey cell contents is just beginning. These early-expressed gene products are predominantly for protein degradation but those expressed at this early time point of infection represent a very small fraction of those in the genome. Only 11 of the 150 putative proteases encoded in the *Bdellovibrio* genome are up-regulated at this stage, representing several different classes including genes predicted to encode peptidases, a Zn-metallo-protease, a cysteine-protease and several serine protease homologues. Genes predicted to encode two endonucleases (Bd1934 and Bd1244) of 20 putative nucleases and a helicase (Bd1370), and two other hydrolases of different classes of a putative total of 89, are up-regulated in the predatory gene-set. The products of these early expressed protease genes may well be contributing to penetration of prey membranes rather than extensive cytoplasmic hydrolysis, although the endonucleases are predicted to be exported so are likely to be involved in early breakdown of the prey DNA, before the later expression and action of exonucleases. Some genes that might protect *Bdellovibrio* from free radicals generated in the dying prey cell bdelloplast are induced in the shift to predatory growth, for example Bd0355 encodes a thioredoxin like protein, Bd1626 encodes an isopentenyl pyrophosphate isomerase, required to synthesise the starting materials for carotenoids and long chain isoprenoids [31]. These will afford protection from oxidative damage by free radicals in the periplasm of prey.

### Up-Regulated Genes Unique to Predatory Bacteria

Several *Bdellovibrio* genes of unknown function are significantly up-regulated on the shift from attack phase to predatory growth or HI growth. Some of these are unique to *Bdellovibrio bacteriovorus* genome, some are shared with the related *Bacteriovorax marinus* genome (available in draft assembled contigs at the Sanger Centre website http://www.sanger.ac.uk/Projects/B_marinus/) and some are conserved hypothetical genes in other bacterial genomes, particularly in other delta Proteobacteria. Some of the most highly up-regulated genes fell into this unknown function category. 

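On the HI arrays the genes of unknown function Bd0487, Bd1904 and Bd2298 did not pass as changed. Bd2298 had a log2 level of 8.76 ± 0.173 in attack phase and 9.06 ± 0.466 in HI growth (n = 3 each), a log2 fold change of 0.31 ± 0.389 (adjusted p = 0.547, higher in 2 of 3 pairs). Bd0487 was at -0.17 ± 0.375 (adjusted p = 0.724) and Bd1904 at -1.30 ± 0.650 (adjusted p = 0.135). Bd0487 was above the random probes on no attack-phase array, and Bd1904 and Bd2298 on 1 each. Bd1904 passed as lower from median-centred raw intensities, at -1.24, with the mean of linear values, at -2.11, and without replicate 3, at -2.26. Bd2298 was at -0.78 with the mean of linear values.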

We took three of these genes (Bd0487, Bd1904 which are solely predatorily up-regulated and Bd2298 which is up-regulated in both HI and predatory growth) and studied their transcriptional pattern by RT-PCR across total RNA from a predatory timecourse of *E. coli* infection (Figure 6). All three were very highly significantly up-regulated upon 30 minutes predation with fold values of 7.4, 13.9 and 6.6 respectively. Two of the three (Bd1904 and Bd2298) have significant BLAST homology only with predatory *Bdellovibrio* and *Bacteriovorax* genomes and one, Bd0487 is found only in the *Bdellovibrio bacteriovorus* genome. All three genes are predicted to encode proteins with a confidently predicted signal peptide and thus products that could be periplasmically exported for predatory or other roles. As expected the RT-PCR timecourses indicate significant up-regulation in RNA from the attack-phase free living cells, to cells plus prey at 15 minutes and 30 minutes (Figure 6).

**Figure 6:**
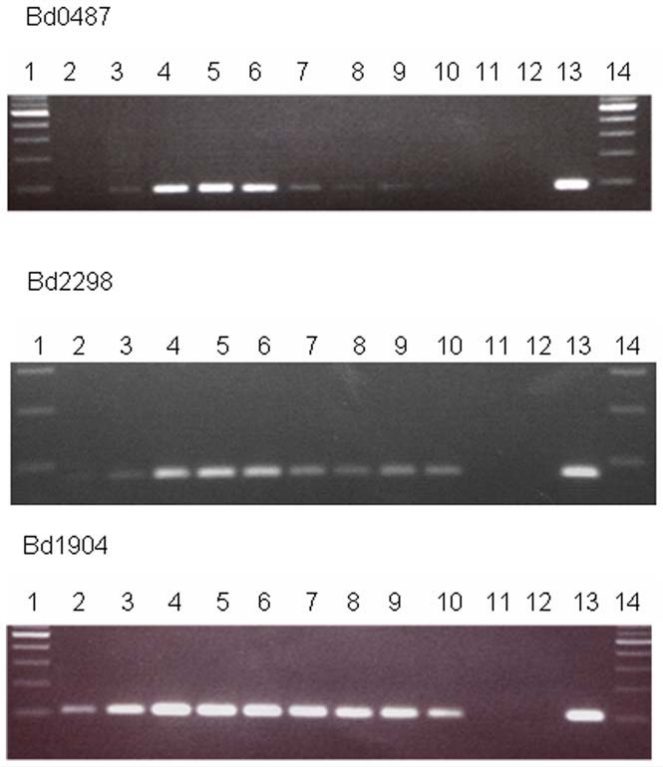
Transcription profiles of upregulated hypothetical genes across the predatory cycle. RT-PCR on total RNA prepared from identical volumes of *B. bacteriovorus* HD100 predator-prey *E. coli* S17-1 infection culture as the predatory infection proceeds across a time course. Primers were designed against three *Bdellovibrio*-specific but otherwise unknown function that specify proteins with signal sequences. These genes were shown by the array studies to be significantly up-regulated upon the shift from attack-phase to 30 minutes of predatory growth. Lanes 1 & 14 NEB 100bp ladder, 2: attack-phase 3: 15 minutes predation, 4: 30 minutes predation, 5: 45 minutes predation 6–9: 1,2,3,4 hours predation respectively 10: HI growth, 11: no template control 12: *E. coli* S17-1 only RNA control 13 *B. bacteriovorus* HD100 genomic DNA control.

### Genes Up-Regulated under HI Conditions but Not at 30 Minutes Predation

This category contains a large number of genes because the HI cells are growing and replicating fully in artificial lab media but the predatory culture has only had 30 minutes of prey invasion so is just beginning the process of transcribing and translating the waves of predatory gene products that will later allow it to grow and replicate. Thus very many common pathways for *Bdellovibrio* primary metabolism, growth and division show up as specific only to HI dataset at this stage. 

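Most genes of the respiratory chain and TCA cycle lists were up-regulated in HI growth. Of 7 respiratory chain genes in the named range, 6 were up-regulated and 1 did not pass. The cytochrome c oxidase subunit genes Bd0288 and Bd0287, of the terminal electron acceptor complex, had log2 fold changes of 4.65 ± 0.454 and 4.58 ± 0.386, and Bd0022, of the electron transfer flavoprotein, rose at least 10.5-fold. Of 9 genes in the TCA cycle list, 8 were up-regulated and 1 did not pass. Succinate dehydrogenase gene Bd0025 was at 3.99 ± 0.413 and malate dehydrogenase gene Bd0928 rose at least 10.9-fold. One of the 8, Bd1264, encodes 3-isopropylmalate dehydrogenase, an enzyme of leucine synthesis, at 2.61 ± 0.391. Of 10 aminoacyl-tRNA synthetase genes, which load tRNA for translation, 9 were up-regulated and 1 did not pass. The glycyl enzyme gene Bd1147 rose at least 5.72-fold and the phenylalanyl gene Bd1638 at least 5.35-fold. Of 12 fatty acid and lipid genes, 7 were up-regulated, 1 was down-regulated and 4 did not pass. Bd2010, a 3-oxoacyl synthase that lengthens the chain, rose at least 12.5-fold and Bd2095, an acetyl-CoA acetyltransferase, at least 15.9-fold. Bd0280 was at -1.30 ± 0.445 (adjusted p = 0.0452), a smaller fall than the median of the random probe sets, -1.83. Of 10 genes in the cell division and chromosome partition list, 5 were up-regulated, 2 were down-regulated and 3 did not pass. The shape gene *mreB* (Bd0211) was at 2.32 ± 0.395 (adjusted p = 0.00378), the chromosome segregation gene Bd1158 at 2.28 ± 0.459, and *parA* (Bd1326) rose at least 2.16-fold. The list also took in Bd1054, an asparaginyl-tRNA synthetase, and Bd1153, a paraquat-inducible protein, which was at -2.51 ± 0.417. Counts adjusted over the list alone were the same for these lists, except that 6 genes of the division list were then up-regulated. Genes above the random probes on all 3 attack-phase arrays numbered 0 of the 7 respiratory, 0 of the 9 TCA cycle, 0 of the 10 synthetase, 1 of the 12 fatty acid and 2 of the 10 division genes.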

As mentioned earlier, we chose the predatory timepoint of 30 minutes for our studies to ensure synchrony of infection and to allow us to characterise early predatory gene expression. It is however interesting to note that there are three gene clusters (Bd0828–Bd0838, Bd1473–Bd1483 and Bd2368–Bd2377) with *tonB*/*agl* homologies that are up-regulated in the HI, but not the predatory dataset, and that these operons do not include the Bd0412–420 gene cluster that was seen as up-regulated only in the predatory dataset. 

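Of the 4 clusters with *tonB* and *agl* homologies, 2 held genes that limma passed as up-regulated. In Bd2368–Bd2377 all 10 genes were up-regulated in HI growth. Bd2377, named gliding motility protein R, had a log2 fold change of 4.46 ± 0.462 (adjusted p = 0.000608), and Bd2371, above the random probes on all 3 attack-phase arrays, one of 3.92 ± 0.531. In Bd0828–Bd0838 5 of 9 genes were up-regulated and 4 did not pass. Bd0837, of the TolR family that powers outer membrane transport, was at 3.41 ± 0.391 (adjusted p = 0.000857) and Bd0834 at 2.57 ± 0.399, while Bd0838 was at 0.0168 ± 0.407 (adjusted p = 0.975).
In Bd1473–Bd1483 limma passed 0 of 11 genes, with 1 higher at an unadjusted p under 0.05 and 0 by the paired *t*-test of the methods. Bd1474 came nearest, at 1.54 ± 0.548 (adjusted p = 0.0506). In Bd0412–Bd0420 limma passed 0 of 9 genes, also at an unadjusted p under 0.05 and by the *t*-test, and Bd0415 was at 1.19 ± 0.899 (adjusted p = 0.303). The counts of each cluster were the same adjusted over the list alone. With the 4 block values on each of 3 arrays taken as 12 datapoints, which are not independent, a *t*-test called 5 genes of Bd1473–Bd1483 higher and 1 lower. It called 0 of Bd0412–Bd0420.
Against all other genes, the shift had an adjusted p of 6.82e-05 for Bd2368–Bd2377, 0.00741 for Bd0828–Bd0838, 0.459 for Bd1473–Bd1483 and 0.534 for Bd0412–Bd0420 (camera of limma with a preset correlation of 0.01). With an estimated correlation adjusted p was 0.462 for both Bd2368–Bd2377 and Bd0828–Bd0838, and 0.848 for the other two. Differences between clusters were not tested. Genes above the random probes on all 3 attack-phase arrays numbered 1 of 10 in Bd2368–Bd2377, 5 of 9 in Bd0828–Bd0838, 11 of 11 in Bd1473–Bd1483 and 5 of 9 in Bd0412–Bd0420.
From median-centred raw intensities the camera p of Bd1473–Bd1483 was 0.000652. Without replicate 1 that of Bd0828–Bd0838 was 0.0506, the direction of the shift turned for Bd1473–Bd1483 and Bd0412–Bd0420, at 0.928 and 0.576, and the median of Bd0412–Bd0420 turned to -0.42. Without replicate 3 the camera p of Bd1473–Bd1483 and of Bd0412–Bd0420 was 0.0282 and 0.00459.

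**Figure D2:**
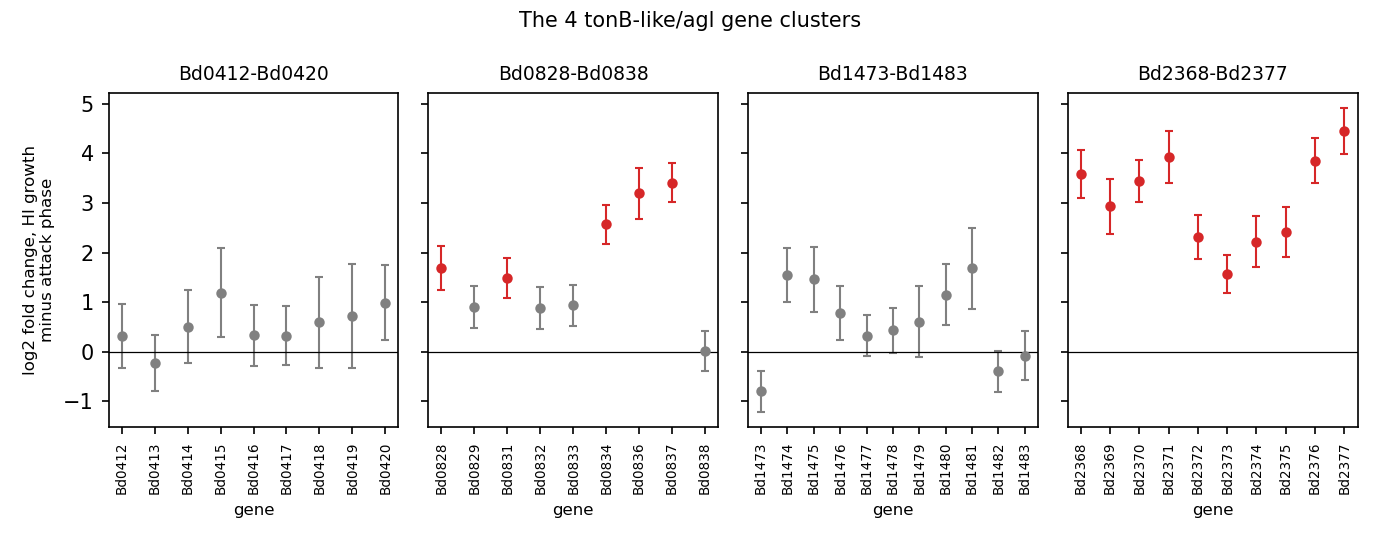
Log2 fold change, HI growth minus attack phase, of each gene of the 4 clusters, with its standard error (3 pairs of arrays). Red points passed as higher and grey points did not pass. All 10 genes of Bd2368–Bd2377 lie above 0, whereas the genes of Bd1473–Bd1483 lie on both sides of it, and the median of each cluster stayed above 0 when random probes were subtracted, while that of Bd0412–Bd0420 turned to -0.42 without replicate 1.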

So although it is possible that, as for metabolic and growth division genes, the predatory *Bdellovibrio* may use these later in the predatory growth phase, they may represent discretely different TonB systems with different functions. As is seen in the next section below, examination of down regulation of attack-phase genes on the shift to predatory growth, lends some support to the idea of these defined uses of the different TonB gene products in HI versus predatory growth.

### Down-Regulated Genes on the Shift out of Attack Phase

Attack-phase is the non replicative highly motile phase of *Bdellovibrio* growth when cells are “seeking” encounters with prey cells to attach to and invade them. Genes that are in the dataset down-regulated from attack phase to HI or predatory growth, are those which are likely to be important in responding to the environmental pressures associated with the free-swimming phase and in initial prey location (HI cells do not need to actively locate prey to grow and reproduce). Consistent with this, a significant number of motility and chemotaxis genes are amongst the dataset down-regulated from attack phase to both HI and bdelloplast, reiterating the importance of motility and taxis in attack phase as previous work had indicated [2], [32]. 

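Flagellar genes were down-regulated in HI growth or did not pass, and chemotaxis genes changed both ways. Of 20 flagellar and motor genes in the named range, 9 were down-regulated and 11 did not pass, the same adjusted over the list alone. The flagellin gene Bd0604, for the filament, had a log2 level of 14.4 ± 0.507 in attack phase and 11.7 ± 0.539 in HI growth (n = 3 each), a log2 fold change of -2.66 ± 0.463 (adjusted p = 0.00407). The flagellar gene Bd0542 was at -2.35 ± 0.406, *fliL* (Bd1076) at -2.32 ± 0.446 and *motA* (Bd0144), of the motor, at -1.49 ± 0.392. These were lower in 3 of 3 pairs. Of 15 chemotaxis genes, 2 were up-regulated, 4 were down-regulated and 9 did not pass, the same adjusted over the list alone. The receptor genes Bd1340 and Bd1873 had log2 fold changes of 2.66 ± 0.552 (adjusted p = 0.00768) and -1.57 ± 0.493 (adjusted p = 0.0334). Bd1873 and *motA* fell by less than the median of the random probe sets, -1.83. In attack phase 16 of the 20 flagellar genes were above the random probes on all 3 arrays, 8 of the 9 down-regulated ones among them, and 8 of the 15 chemotaxis genes. The flagellar median was -1.15, against -0.00826 for all genes. It was 0.00189 from median-centred raw intensities. The chemotaxis median, -0.996, turned to 0.0652 from those intensities and to 0.15 without replicate 3. Centred on random probes the medians were 0.68 and 0.83, both below the 1.82 of all genes in that scaling.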

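Genes named for outer membrane proteins and porins, which form the outer face of the cell and its channels, changed both ways in HI growth. Of 10 in the named range, 2 were up-regulated, 2 were down-regulated and 6 did not pass, with the same counts adjusted over the list alone. Over all genes 24.9% passed as up-regulated and 23.3% as down-regulated. Bd0883 had a log2 fold change of -3.00 ± 0.469 (adjusted p = 0.00268) and Bd1915, a putative secretion protein, one of -1.60 ± 0.377 (adjusted p = 0.0122). Bd1408 was at 3.29 ± 0.386 (adjusted p = 0.000898), and Bd0999, an efflux protein, rose at least 4.73-fold. The maltoporin gene Bd1230 was at -0.52 ± 0.378 and did not pass (adjusted p = 0.284). None of the 10 genes was above the random probes on all 3 attack-phase arrays. Bd1915 fell by less than the median of the random probe sets, -1.83, so its fall is not told apart from background. Bd0883, at -3.00, lay only a little below the lowest of these sets, at -2.92. If genes were drawn as the sets were, 6.64 of all genes would lie below that level. Whether Bd0883 fell by more than background is therefore not settled either. The median of the list was 0.0780 and turned below 0 under several settings, from -0.11 with the mean of log2 probe values to -1.34 when random probes were subtracted. Names in Figure S1 cover fewer genes than a prediction of protein location.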

The second largest group of down-regulated genes are those predicted to encode outer membrane proteins. The program pSORTB (version 2.0.4; http://www.psort.org/psortb/) predicts that 100 proteins, encoded by the *B. bacteriovorus* HD100 genome, localize to the outer membrane and greater than 60% of these are of unknown function. Many may have predatory-specific functions including mediating the physical attachment of *Bdellovibrio* to prey bacteria. Genes down-regulated in HI but not predatory conditions, versus attack-phase may be required in attack phase for the initial prey interaction and then further to stay in contact with the prey, but are not necessary for the HI growth phase. Little is known of the molecular nature of the initial physical contact between predator and prey and this dataset could give us some clues as to which outer membrane proteins could be involved. Further study of this could reveal the nature of prey specificity as well as reasons for the apparent inability of the system to generate simple *Bdellovibrio*-resistant prey mutants.

### Attack Phase Genes That Are Down Regulated on the Shift to Predatory but Not HI Growth

Our attack phase cells were recently liberated from prey but were suspended in prey-free medium, and “seeking prey” in our transcriptional studies. As discussed in the section above they would be expected to express prey-attachment genes, but some of these might only be required in the early minutes of prey outer membrane encounters, and possibly also genes encoding enzymes to breach the prey outer membrane which would be deleterious once inside the bdelloplast. Expression of such genes would already be being down-regulated once the *Bdellovibrio* had entered the prey periplasm.

Only 67 genes were significantly down-regulated only upon the shift to predatory growth in a prey periplasm and 163 genes down-regulated both in a shift to predatory growth or HI growth. After the hypothetical and flagellar genes next largest group of down-regulated genes in the shift to predatory growth only were Bd1476–1481, which are part of one of the 4 the *tonB*-like *agl* gene clusters mentioned above. This further suggests that TonB-like systems may be growth-phase specific. Only a small group of genes encoding membrane proteins (Bd3059, Bd3260 Bd2608, Bd2400 with a potential role in prey contact were in this predatorily down-regulated dataset. A small group of genes whose products may participate in breaching the outer layers of prey cells, and whose function may be finished by 30 minutes predation, are down-regulated. These include Bd0736 and Bd0737 encoding putative lipases, Bd0992 encoding a putative cell wall hydrolase, Bd3749 encoding a protease, Bd3857 encoding an alkaline serine protease. A gene encoding a homologue of the periplasmic adaptor protein CpxP that is involved in misfolded protein proteolysis in other Gram-negative bacteria [33] is also down-regulated. Two genes encoding transcriptional regulators Bd0931 and Bd1826 were down-regulated, along with a gene encoding a putative RNA binding protein Bd0339. These regulators may be involved in maintaining the non-replicative state of the attack phase cell or in expressing genes required for the highly aerobic environment in which it swims; a contrast to the less aerobic environment inside the prey periplasm. Considering what causes the attack-phase cell not to replicate, two other predatorily down-regulated genes are of interest: Bd1167 which encodes a coiled-coil crescentin like protein with actin-binding properties that may control cytoskeletal rearrangements, and rather surprisingly, chaperone protein gene *dnaK* (a gene which was not down-regulated in the shift to HI conditions). 

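*dnaK* (Bd1298), the Hsp70 chaperone gene, did not pass as changed in HI growth. Its mean level on the log2 scale was 11.8 ± 1.30 in attack phase and 11.9 ± 0.859 in HI growth (n = 3 each), a log2 fold change of 0.16 ± 0.413 (adjusted p = 0.769, higher in 2 of 3 pairs). Bd1167, the crescentin-like gene, was at -0.66 ± 0.503 and did not pass (adjusted p = 0.312, lower in 2 of 3 pairs). Both genes were above the random probes on all 3 attack-phase arrays. *dnaK* passed as higher from median-centred raw intensities, at 1.31, and was at -0.15 without replicate 1. Bd1167 passed as lower without replicate 1, at -1.29, and turned to 1.00 from median-centred raw intensities.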

DnaK is well known in non-predatory bacteria for its chaperone activities, but interestingly its over production is also known to prevent cell-septation in *E. coli* and other bacteria and its relative level to that of DnaJ is important in septation [34], [35]. It is interesting that *Bdellovibrio* has 2 strong *dnaJ* homologues Bd1296 and Bd0677. 

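The *dnaJ* homologue Bd0677 was down-regulated in HI growth. DnaJ proteins hand substrates to DnaK and start its ATP cycle. Bd0677 had a log2 level of 10.0 ± 1.71 in attack phase and 8.12 ± 0.440 in HI growth (n = 3 each), which is 3.71-fold lower (adjusted p = 0.0261, lower in 3 of 3 pairs), and was above the random probes on 2 of 3 attack-phase arrays. The homologue Bd1296 was at a log2 fold change of 0.41 ± 0.400 and did not pass (adjusted p = 0.427), and it was above the random probes on no attack-phase array. The call of Bd0677 was lost without replicate 2, without replicate 3, without the replicate block, under the unadjusted *t*-test of the methods and when the arrays were centred on random probes, at -0.0667. Its fall was 6.40-fold without replicate 1, 2.70-fold without replicate 2 and 2.97-fold without replicate 3. As a ratio of linear means over the 12 datapoints, 4 block values on each of 3 arrays and not independent, it was 5.70-fold. Bd1296 turned to -1.49 with the mean of linear values.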

Bd1296 expression is unchanged in the shift to predatory or HI growth but Bd0677 is 6-fold downregulated only from attack phase to HI. We hope to test in the future whether down-regulation of *dnaK* or *dnaJ* ratios in predatory cells relieves the septation block in *Bdellovibrio* attack-phase cells upon predation.

### Attack-Phase Genes That Are Down-Regulated in Both Predatory and HI Growth

The categories of down-regulated genes of *Bdellovibrio* as it leaves attack-phase fit with a view of the predatory bacterium ceasing flagellar motility as it settles into the periplasm of its prey and begins to receive prey-derived amino-acids or the longer slower HI cell (which expresses a few or no flagella on a several micron-long cell) forming a biofilm. The cyclic di-GMP signalling system is associated in bacteria with transitions from a motile to a sessile life style, the periplasmic and extracellular secretion of compounds and compartmentalised or bacterial-organelle-specific regulation- as for the bacterial flagellum [36]. *Bdellovibrio* has 5 predicted cyclic di-GMP producing GGDEF genes in its genome and 15 potential pilZ cyclic di-GMP binding receiver genes. Thus it is probably not surprising that one of the 5 GGDEF genes and three of the *pilZ* genes Bd2524, Bd2545 and Bd3100 are significantly down-regulated upon the shift from motile attack phase to sessile predation or HI growth.

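Of 5 genes of cyclic di-GMP signalling, 3 were down-regulated in HI growth, 1 was up-regulated and 1 did not pass. Of the 5, the 3 *pilZ* genes were put on the list because the paper names them as down-regulated, so the count does not describe all such genes. The GGDEF gene Bd1434, of the domain that makes cyclic di-GMP, had a log2 level of 13.5 ± 0.798 in attack phase and 10.2 ± 0.367 in HI growth (n = 3 each), which is 9.54-fold lower (adjusted p = 0.00129). The *pilZ* genes Bd2545 and Bd2524, of the receiver domain, were 8.21-fold and 7.41-fold lower (adjusted p = 0.00207 and 0.0023). These were lower in 3 of 3 pairs. The *pilZ* gene Bd3100 was at a log2 fold change of -1.37 ± 0.805 and did not pass (adjusted p = 0.193). The GGDEF gene Bd0742 was up-regulated at 1.08 ± 0.382 (adjusted p = 0.0498). The counts were the same adjusted over the list alone, and 4 of the 5 were above the random probes on all 3 attack-phase arrays. Bd3100 passed as lower without replicate 1, at -2.58. The call of Bd0742 ended without each replicate in turn and under several other settings. Centred on random probes, a scaling chosen after seeing the data that adds the same amount to every gene, Bd1434, Bd2545 and Bd2524 did not pass as lower, at -1.43, -1.21 and -1.06.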

The switch from attack phase to either HI growth or the predatory invasion of prey brings to the *Bdellovibrio* a change from a “hungry” non-replicative state to growth at the expense of prey-derived molecules, or media and ultimately replication and septation. Transcription of *dksA* Bd3519 drops significantly on the exit from attack-phase; DksA is important in the stringent response to amino-acid starvation in bacteria such as *E. coli* [37]. It associates with ribosomes and when uncharged tRNAs are sensed at those ribosomes, ppGpp is synthesised to down regulate rRNA synthesis in the stringent response. 

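*dksA* (Bd3519) was down-regulated in HI growth. Its log2 level was 14.1 ± 0.0429 in attack phase and 12.2 ± 0.880 in HI growth (n = 3 each), which is 3.92-fold lower (log2 fold change -1.97 ± 0.459, adjusted p = 0.0116). It was lower in 3 of 3 pairs and above the random probes on all 3 attack-phase arrays. The call was lost from median-centred raw intensities, at -0.10, under the unadjusted *t*-test of the methods, and when the arrays were centred on random probes, at -0.15.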

As the *Bdellovibrio* are moving from a state of relative starvation in attack phase to a time of amino-acid plenty, it makes sense for the ppGpp-mediated suppression of rRNA synthesis to be lifted to match the large increase in ribosomal protein and ribosomal RNA synthesis that is seen in the highly up-regulated gene-sets for predatory and HI growth. After this ribosomal synthesis leading to more protein synthesis, *Bdellovibrio* septation will ultimately occur. One hint of the regulation of this process comes in the down-regulation of Bd0464 which encodes a DivIVA cell division homologue. 

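The *divIVA* homologue Bd0464 was down-regulated in HI growth. The log2 level was 12.2 ± 1.67 in attack phase and 10.3 ± 0.783 in HI growth (n = 3 each), which is 3.77-fold lower (log2 fold change -1.91 ± 0.496, adjusted p = 0.0169). It was lower in 3 of 3 pairs and above the random probes on all 3 attack-phase arrays. The call was lost without replicate 2, without replicate 3, without the replicate block and under the unadjusted *t*-test of the methods, and the value was -0.24 from median-centred raw intensities and -0.0873 when the arrays were centred on random probes.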

DivIVA is known in Gram-positive bacteria as regulator of septum formation in *Bacillus* in which localises to the poles of the cell, and which organises filamentous budding in *Streptomyces* [38]. It is possible that the DivIVA homologue has a direct role in negatively regulating septum formation and cell division in the attack-phase cell and thus its depletion at the 30 minute stage allows *Bdellovibrio* to prepare to septate as it has now entered its replicative phase inside prey or in HI growth. We are currently studying this microscopically.

Past research by Thomashow [39] and further studies by Jurkevitch [40] highlighted a locus, the *hit* locus, genes Bd0108–Bd0121 where mutations were often, but not compulsorily found in *Bdellovibrio* strains that were growing as HI. Mutations were described for some HI strains, in gene Bd0108 that abolished or truncated the reading frame, and Rendulic and co-workers [1] commented that the other genes in the cluster could encode part of a flp pilus system. Interestingly the Bd0108–0121 cluster is significantly down-regulated in the shift from attack phase to predatory growth. (Its expression does drop in the shift to predatory from attack-phase also but not sufficiently to be called as significant in our analyses.

### Conclusions

The comparison between *Bdellovibrio* gene expression in the “hungry, prey-hunting” attack-phase, the early prey invasion and establishment phase and the prey-independent axenic growth phase (which may mimic biofilm growth of *Bdellovibrio* in aquatic environments) give, for the first time a genome-wide view of the expression of *Bdellovibrio* genes that are required for these diverse lifestyles, and account for the seemingly large genome size of this predatory bacterium [1]. Our data also indicate that “attack-phase” genes whose products are required for productive interactions with prey bacteria are rapidly down-regulated upon predatory invasion and that the HI- axenic growth phase does have its own gene expression signature, not simply encompassing genes required for growth and cell replication. We have attempted to summarise key differentially expressed genes in 3 diagrams for attack phase (Figure 7), 30 minutes predatory growth (Figure 8) and HI growth phase (Figure 9).

**Figure 7:**
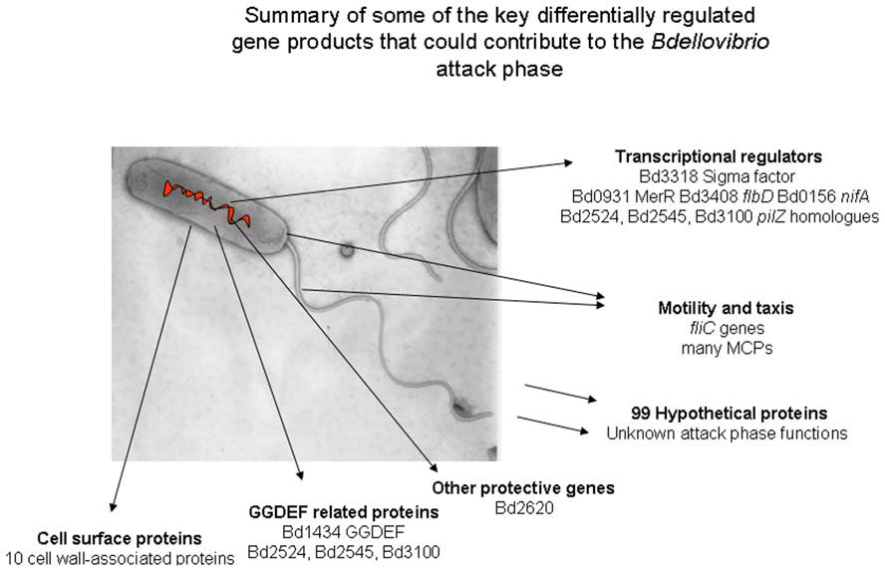
Gene expression key to attack phase. Visual summaries of key gene expression characteristics of the attack phase of *Bdellovibrio* cells, as implied by genes highly expressed In the attack phase dataset, but downregulated in the other two datasets.

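Of the genes drawn for attack phase, Bd2620 was down-regulated 9.80-fold in HI growth (adjusted p = 0.00859, lower in 3 of 3 pairs). Its mean level on the log2 scale was 13.0 ± 1.34 in attack phase and 9.68 ± 1.08 in HI growth (n = 3 each). The log2 differences of its 3 pairs were -5.02, -3.74 and -1.12, so the fold depends on the pairs kept. The sigma factor gene Bd3318, whose product directs RNA polymerase to promoters, was at a log2 fold change of -1.51 ± 0.400 (adjusted p = 0.0183) and *nifA* (Bd0156) at -1.62 ± 0.554 (adjusted p = 0.0445). The MerR regulator gene Bd0931 was at -0.19 ± 0.424 (adjusted p = 0.733) and *flbD* (Bd3408), of flagellar regulation, at 0.16 ± 0.626 (adjusted p = 0.849), and neither passed. All 5 genes were above the random probes on all 3 attack-phase arrays. The call of Bd3318 was lost without replicate 2, without replicate 3, with the mean of linear values and when random probes were subtracted, and its value turned to 0.43 from median-centred raw intensities. The call of *nifA* held under 5 of 16 other settings, and its value was -0.88 without replicate 3. Both Bd3318 and *nifA* fell by less than the median of the random probe sets, -1.83, and changed sign when the arrays were centred on random probes. The call of Bd2620 was lost under the unadjusted *t*-test of the methods and when the arrays were centred on random probes, at -1.47. Bd0931 turned to 0.29 from median-centred raw intensities and to 0.19 without replicate 2. With the mean of linear values Bd0931 passed as lower, at -1.62.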

**Figure 8:**
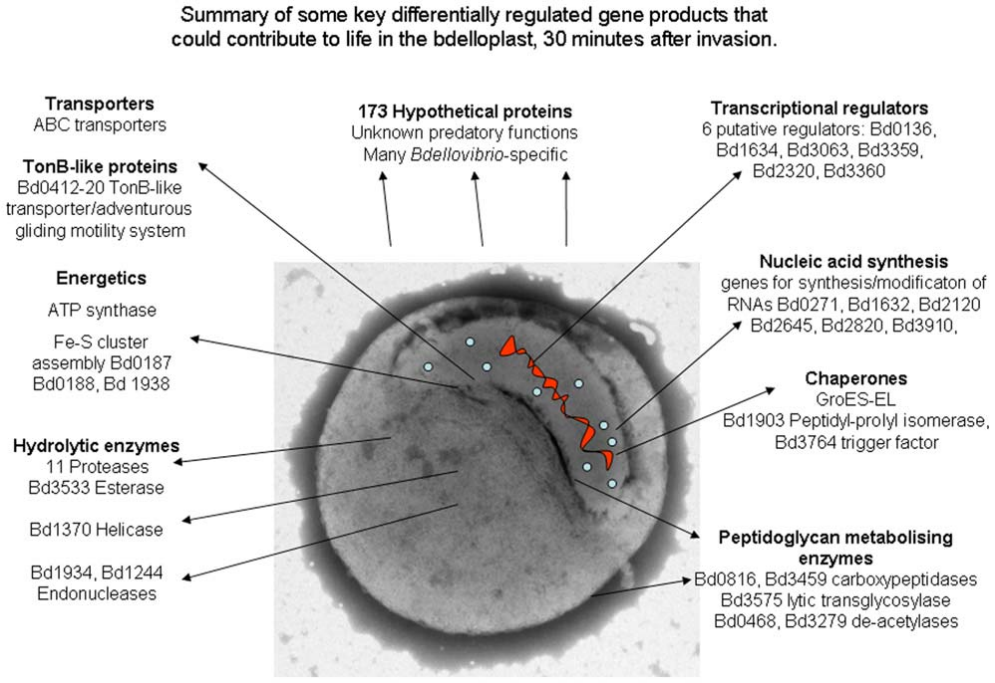
Gene expression key to 30 minutes predation. Visual summaries of key gene expression characteristics at 30 minutes of predatory growth by *Bdellovibrio* cells, as implied by genes highly expressed in the predatory dataset, but downregulated in the other two datasets.

**Figure 9:**
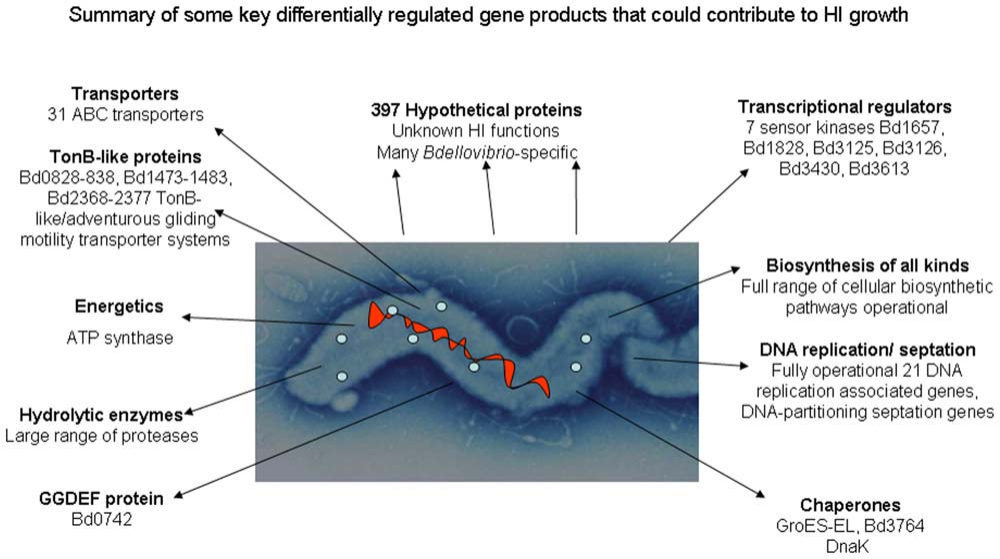
Gene expression key to HI growth phase. Visual summaries of key gene expression characteristics of the HI growth phase of *Bdellovibrio* cells, as implied by genes highly expressed in the HI dataset, but downregulated in the other two datasets.

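Of the sensor kinase genes drawn for HI growth, Bd3613 rose at least 2.46-fold (adjusted p = 0.00367), Bd3126 had a log2 fold change of 1.53 ± 0.421 (adjusted p = 0.0208) and Bd1657 one of 1.18 ± 0.375 (adjusted p = 0.0345). Sensor kinases relay outside signals to response regulators. Bd3125 was at 1.08 ± 0.540 (adjusted p = 0.135), Bd3430 at 1.06 ± 0.442 (adjusted p = 0.0845) and Bd1828 at 0.79 ± 0.435 (adjusted p = 0.169), and these did not pass. All 6 genes were higher in 3 of 3 pairs. Bd1657 and Bd3430 were above the random probes on all 3 attack-phase arrays, Bd3613 and Bd1828 on none. The calls of Bd3126 and Bd1657 were lost without replicate 2 or 3, with the mean of linear values and when random probes were subtracted. Without replicate 1 Bd3125 and Bd3430 passed as higher, at 1.49 and 1.31. Bd1828 was at -0.10 with the mean of linear values.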

Although transcriptional profiling has been commonplace for many bacteria previously, it has not been applied to the *Bdellovibrio* : *E. coli* predator prey system before, so previous experiments to study predator-prey interaction, or axenic HI growth genes have relied upon random transposon mutagenesis [41], [42] or targeted “hunches” (including our own!) for gene inactivation. One previous study by Jurkevitch and co-workers [10] studied 196 proteins comparing 2D gel protein profiles for attack-phase *Bdellovibrio* to that of *Bdellovibrio* growing host-independently over a timecourse. Our transcriptional data support the majority of their findings and many of the earlier “hunches” and some of the mutagenesis and selection studies of the Kadouri and Tudor labs (which we discuss below). However they also allow more extensive hypotheses, about the roles of different systems and pathways, and of *Bdellovibrio*-specific genes in predation, or HI growth, to be developed and tested experimentally by the *Bdellovibrio* community.

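The hypothetical protein gene Bd1100 was up-regulated in HI growth, from a log2 level of 9.43 ± 0.680 to 11.4 ± 0.512 (n = 3 each), a log2 fold change of 1.96 ± 0.383 (adjusted p = 0.00614). Bd1553, a deoxyuridine triphosphate nucleotidohydrolase gene that keeps uracil out of DNA, had one of 1.54 ± 0.416 (adjusted p = 0.0197). Both were higher in 3 of 3 pairs, and they were above the random probes on 2 and 1 of the attack-phase arrays. Without replicate 2 neither passed, and the call of Bd1553 also ended without replicate 3 and when random probes were subtracted, at 0.32.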

Firstly looking at gene expression patterns that are supportive of earlier *Bdellovibrio* research- our data support those from the 2D gel study of Jurkevitch and co-workers that show up-regulation of chaperonins, translation elongation factors and the general secretory pathway genes and other specific genes including hypothetical protein genes such as Bd1100, and nucleotide metabolism gene Bd1553, in HI compared to attack-phase growth. It was also clear that flagellar and chemotaxis genes were down-regulated, comparing *Bdellovibrio* growth in attack-phase to that in either predatory or HI mode, confirming our study that flagellar motility was important for prey encounters [2] and the work of the Kadouri lab [42]. It was clear that genes encoding peptidoglycan modification and degradation were up-regulated in predatory cells compared to attack-phase, including a peptidoglycan deacetylase gene Bd3279 and D-ala-D-ala carboxypeptidase activities. These enzyme activities were monitored in bdelloplasts in two papers from 1978 by Thomashow and Rittenberg [27], [28] and it is great to see genes with a cognate expression pattern emerging 30 years after their elegant biochemical research was published. We are currently following up the predatory activities of these genes by mutagenesis.

Another clear finding, from our HI-specific up-regulated gene expression dataset, was that three of the four potential *tonB*-like/adventuorous gliding motility operons in the *Bdellovibrio* genome (Bd0828–Bd0838, Bd1473–Bd1483 and Bd2368–Bd2377) were significantly up-regulated only during HI growth, with the Bd1473–1483 operon being down-regulated in the transition from attack-phase to 30 minutes predation. Two genes in this latter operon have been implicated, in a mariner mutagenesis screen and study of HI *Bdellovibrio*, by the Kadouri lab in predation of biofilms [42] and our data here supports the idea that *Bdellovibrio* may be using gliding motility or another TonB-dependent transport process for growth in HI biofilms.

Tudor and co-workers [41] used mini-Tn5 mutagenesis to isolate 14 predatory genes harbouring the transposon in their coding sequence, and although our transcriptional study only covers genes that are up-regulated early at 30 minutes of predation (not in the whole 3 hours when predatory mutants may be affected) we find that three of the Tudor's predatory genes with a hypothetical annotation Bd2033, Bd3170 and Bd3518 and two of the protease genes Bd2428 and Bd3534 are up-regulated in predatory growth compared to attack-phase. 

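The nudix hydrolase gene Bd0714, of a family that splits nucleoside diphosphate derivatives, was up-regulated in HI growth. Its log2 level was 8.77 ± 0.508 in attack phase and 11.1 ± 0.406 in HI growth (n = 3 each), a 5.02-fold increase (adjusted p = 0.00598). It was higher in 3 of 3 pairs and above the random probes on 1 of 3 attack-phase arrays. The call was lost without replicate 2, at 2.10, and when random probes were subtracted, at 1.54.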

Pineiro and co-workers [43] mutagenised a *Bdellovibrio* nudix hydrolase gene Bd0714 but found that it had no effect upon the predatory growth of the bacteria, our studies support this showing that in comparison to attack-phase growth Bd0714 was up-regulated in HI growth, but showed no change in expression at 30 minutes post-predation.

Our data do support the idea of a “belt and braces” situation, where multiple copies of gene families have evolved by gene duplication, to encode important processes in the predatory or HI lifestyles. For example the three operons predicted to encode related TonB-like systems that are up-regulated in the HI lifestyle and seven cell-wall anchor family protein genes (belonging to an expanded *Bdellovibrio* family of genes, that are not present in closely-related non-predatory delta-proteobacteria such as *Geobacter*), that were down-regulated specifically in the HI lifestyle.

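All 7 genes of the cell wall surface anchor family in the named range were down-regulated in HI growth (limma, adjusted p under 0.05), also when adjusted over the list alone. Such proteins are held on the cell surface. Bd0704 had a log2 level of 11.2 ± 1.54 in attack phase and 7.82 ± 0.197 in HI growth (n = 3 each), a log2 fold change of -3.38 ± 0.585 (adjusted p = 0.00402). Bd0705, Bd1334, Bd0884 and Bd1712 were at -3.07, -2.96, -2.71 and -2.39, and Bd0726 and Bd1449 at -1.94 and -1.90. Each was lower in 3 of 3 pairs, and 6 of the 7, Bd0726 excepted, were above the random probes on all 3 attack-phase arrays. The paired *t*-test of the methods, unadjusted and at 1.3-fold, called 4 of them lower. The median of the list was -2.71, and it was -1.21 from median-centred raw intensities and -0.88 when centred on random probes.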

Such differential gene regulation is good evidence of the HI phenotype being a distinct phase in the lifecycle. That genes encoding cell wall proteins, specific to attack phase, (many probably being involved in the attachment to, or entry into prey) were down-regulated specifically in the HI phase and that many other genes are differentially regulated in just HI or predatory data sets (and not in both) suggests that HI growth does not just “accidentally mimic” the intracellular predatory phase, indicating that the presence of the prey is clearly being detected in the latter *Bdellovibrio* but not the former.

It is possible that the HI phenotype is turned on in situations such as biofilms so different environmental stresses are experienced by the close bacterial living there, requiring HI-specific gene induction, and there is recent evidence to support this [44], [45], [46]. If *Bdellovibrio* were to grow as HI in biofilms, it could partially explain the lack of complete amino acid pathways seen in the genome [1] as they may be taking vital amino acids up from surrounding cells which have lysed. 

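Most genes of the *hit* locus passed as down-regulated in HI growth. Of 13 genes measured from Bd0108 to Bd0121, 11 were down-regulated and 2 did not pass, the same adjusted over the list alone, and 12 were above the random probes on all 3 attack-phase arrays. Bd0113 (CpaB), of Flp pilus assembly, had a log2 fold change of -3.25 ± 0.447 (adjusted p = 0.00159), and Bd0112 and Bd0118 were at -2.65 ± 0.606 and -2.64 ± 0.517. Bd0108, which is mutated at its start codon in HID13, was at -1.60 ± 0.419 (adjusted p = 0.0175), and a transcript level does not check that mutation. Bd0109 was at -0.56 ± 0.396 (adjusted p = 0.278) and Bd0111 (TadA) at -1.52 ± 0.642 (adjusted p = 0.0867). Against all other genes the shift of the locus had an adjusted p of 0.00014 (camera of limma with a preset correlation), and an adjusted p of 0.462 with an estimated correlation. From median-centred raw intensities the camera p was 0.0821. The paired *t*-test of the methods, unadjusted and at 1.3-fold, called 3 of the 13 genes lower. With the 4 block values on each of 3 arrays taken as 12 datapoints, which are not independent, a *t*-test called all 13 lower. The call of Bd0108 was lost without replicate 2 or 3, with the mean of linear values and when random probes were subtracted, and its value turned to 0.0417 from median-centred raw intensities. The median of the locus was -2.34, against -1.83 for the random probe sets. Bd0108 fell by less than the median of those sets and was at 0.23 when the arrays were centred on random probes.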

Our finding that the *hit* locus genes Bd0108–Bd0121 are down-regulated upon the shift to HI growth re-emphasises the need for renewed investigations into their role, some of which we are undertaking.

Our up-regulated gene-sets have highlighted the employment of some “routine” housekeeping systems such as the Tat and Sec transporters in predatory and HI growth processes. Also some more tantalising suggestions have come forward including the testable possibilities that *dnaK* levels may contribute to the replication-septation arrest seen in attack-phase *Bdellovibrio*.

In our predatorily up-regulated, predatosome gene set, we see genes whose products (such as peptidoglycan modifiers) may facilitate the remodelling of the prey cell periplasm into a home for the *Bdellovibrio*. In addition, more than 170 genes encoding hypothetical proteins are in the predatosome, many of which are unique to the bdellovibrios-and-like-organisms, and now high throughput mutational analyses can be applied to test their roles in the bdelloplasting process. Targeting these predatosome genes, rather than the whole genome, is important in a bacterium like *Bdellovibrio* where plasmid replication is difficult and complementation and inhibitory RNA studies are challenging and where all mutations must currently be made by conjugation.

Eventually a systems biology approach to mapping the function of all “predatosome” genes and their interaction with the core housekeeping genes of *Bdellovibrio* will be achieved, but for the present we hope that the data from our studies will encourage the field into further detailed understanding of the predatory life of this fascinating bacterium, the nature of the gene complement it anciently acquired to become predatory, and that which it retained for axenic growth and when that growth phase is naturally induced. Furthermore an understanding of the HI growth mode, and how to control it, may allow us to design therapeutic, obligately-predatory *Bdellovibrio* for medical applications against Gram-negative pathogens.

## Supporting Information

Figure S1 Expression data by category. Excel file showing fold- differential expression for each gene set. Fold-Change 1 was calculated by calculating the fold-change of each paired datapoint and averaging all of these for every gene. Fold-Change 2 was calculated by averaging the normalised expression of each datapoint for a gene and calculating the fold-change between experimental conditions for each gene. The T-test shown was a paired, 2 tailed test for each comparative experimental condition.
(1.16 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

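RNA of *B. bacteriovorus* HD100 in attack phase and of the host-independent strain HID13 grown on rich medium was measured on 6 single-colour arrays, 3 per state. The methods state 3 independent experiments. Arrays of the same replicate number were taken as pairs, since the methods name a paired test. Predation samples are held in another series and were left out.

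The authors deposited raw intensities of every spot and intensities after RMA. The deposited RMA intensities are on a linear scale, and the series matrix holds the same values, with a largest difference of 0. The values fall into 2 quantile-normalised sets, replicate 1 of both states and replicates 2 and 3 of both states, so that levels across the sets were normalised apart. The deposited intensities were put on a log2 scale here.

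The 4 spots of each probe were averaged as log2, and the 13 probes of each of 3587 genes were combined by median polish over the 6 arrays, with up to 20 iterations. Differences were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with replicate and state as terms, a moderated test, two-sided, and Benjamini-Hochberg adjustment over all genes. A gene passed at an adjusted p under 0.05. The 5 locus lists were tested against all other genes with camera of limma, at a preset correlation of 0.01 and at an estimated correlation, with adjustment over the 5. The number of arrays limits the precision.

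A gene was above the random probes on an array where it exceeded the 95th percentile of 539 sets of 13 random probes, drawn from 7014. Where it was so on none of the attack-phase arrays, an increase is given as a lower bound from that percentile on each array. On simulated data, 5 simulations with 200 of 3587 genes changed, the fit recovered 0% of changes at a log2 of 1, 31.2% at 2, 64.8% at 3 and 78% at 4, and 4.35% of its calls were false. Far more genes were called in the data, 892 higher and 836 lower, and the adjusted threshold depends on that share. The simulated rates therefore do not give the sensitivity of the fit on the data.

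Gene names come from Figure S1, of which the copy read here holds 1999 of 3587 genes in its list of all genes. With the complete sheets it names 2931 genes, and the other 656 have no name here. The lists by product name cover the 1999 genes, to which the cyclic di-GMP list adds 3 *pilZ* genes that the paper names, and were only counted: ribosomal proteins, ATP synthase, RNA polymerase and sigma factors, translation factors, aminoacyl-tRNA synthetases, DNA replication, cell division and chromosome partition, chaperones, Sec and Tat export, TCA cycle, respiratory chain, fatty acid and lipid metabolism, ABC transporters, proteases and peptidases, peptidoglycan enzymes, flagellar genes, chemotaxis genes, two-component systems, type IV and Flp pili, cyclic di-GMP, cell wall surface anchors, outer membrane proteins and porins, and hypothetical proteins. The locus lists are the 4 clusters with *tonB* and *agl* homologies and the *hit* locus. The study's own lists were counted and are not independent evidence.

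The rule for chemotaxis genes left out motor genes by a pattern that, read without regard to case, matches inside the word chemotaxis and would leave 0 genes. It was read as a whole word, which gives 15. The patterns for Sec and Tat export, cell division and TCA cycle also took in unrelated names. Those of the cell division and TCA cycle lists are given with them. Of the export list, in which only *secG* is an export gene, only the up-regulated ones are given.

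Genes were named by a rule: the 10 largest increases and the 10 largest decreases among genes that passed and changed the same way in all 3 pairs, and every gene the paper names in a statement on HI growth or shows in Figs 4, 5, 7 and 9. From each list the members with the largest changes each way were given as examples, with any that the paper names. The values of Figure S1 had been seen before the rule was written. GreA, ComL and Bd2152 fall outside the rule and were chosen after their values were seen. The fit, the rule, the lists and most alternatives were chosen before the data were examined.

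The alternatives were a fit without the replicate block, raw intensities after normexp (offset 50) and quantile normalisation, raw intensities centred on the median, the series matrix values, the mean of log2 or of linear probe values, filters on the genes of lowest level and on genes below the random probes on all 6 arrays, the *t*-test of the methods with 1.3-fold, unadjusted or adjusted, the 12 datapoints of each state, 4 spots on each of 3 arrays, taken as replicates although they are not independent, a 2-fold threshold, and leaving out each replicate. Median polish within each set, subtraction of the random probes, centring on the random probes and a filter on genes above the random probes in attack phase were chosen after seeing the data. The SAM test named in the methods was not run.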

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

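The splits of the samples were chosen before their results were seen; the tests with random probes and those on attack-phase replicate 1 were chosen only after the result was seen. The random subtraction was among the latter, though its bound was set before its own outcome was seen.

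The genes with the largest changes that the paper's text does not name are given here. The text does discuss ribosomal protein and ATP synthase genes as classes. Each gene given was above the random probes on all 3 arrays of the state in which it was higher. Bd2971 and Bd0427 were above them on no attack-phase array, so their log2 fold changes below are fitted values and their increases are at least 29.5-fold and at least 47.4-fold. The increases were citrate synthase Bd2511, at a log2 fold change of 6.19, the ribosomal protein genes Bd2973 at 6.08, Bd2989 at 5.86, Bd2960 at 5.76, Bd2952 at 5.54, Bd2971 at 5.52 and Bd2962 at 5.28, the hypothetical protein gene Bd0427 at 5.85, the oxidase gene Bd2611 at 5.69 and the ATP synthase gene Bd3897 at 5.45.

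The decreases were Bd3184 at -6.53, Bd2870 at -5.18 and Bd2383 at -4.76, which have no name here, the hypothetical protein genes Bd1114 at -6.43, Bd2147 at -5.81, Bd0760 at -4.61 and Bd0217 at -4.43, and Bd1113, named iron-regulated protein FrpA, at -5.13. All 8 were above the random probes on all 3 attack-phase arrays.

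The paper does not report on the random control probes, of whose sets 93.7% passed as lower in HI growth. For the 173 down-regulated genes above these probes on no attack-phase array, the median log2 fold change was -1.61 beside -1.83 for the random sets, so a raised attack-phase background is a candidate explanation of those calls. Of all genes, 131 fell by more than any random set, the lowest of which was at -2.92, where 6.64 would if genes were drawn as those sets were. This argues against that background as the whole cause of the falls of those 131, of which 113 were above the random probes on all 3 attack-phase arrays. Gene by gene, 50 of the 327 genes above them on all 3 arrays still passed as lower when centred on random probes. After subtraction of the random probes 100% of the 327 had a negative value, but so did all of the 173. Of the 327, 287 still passed as lower, and so did all of the 173. Most genes sat at the floor on the attack-phase arrays, and the sign did not tell these groups apart. Nothing is therefore concluded from it. For the 327 genes, which were picked by their attack-phase level, a shift by background, partial for the 113, and a lower transcript level in HI growth both stay open.

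Attack-phase array 1 stood apart from arrays 2 and 3. Its rank correlation with either was lower by at least 0.263 than theirs with each other in the raw intensities, which argues against the separate RMA. Among the HI arrays, in the RMA values, the higher correlation of array 1 with another was 0.00936 below that of arrays 2 and 3. In the raw intensities the rank correlations of HI array 1 with arrays 2 and 3 were 0.936 and 0.868, against 0.933 between those. Neither sets HI array 1 apart as a processing batch shared with it was predicted to. Such a batch may show less on the HI arrays, whose gene probes lay further above the random probes, so it is not excluded. Without replicate 1 there were 1053 up-regulated and 1037 down-regulated genes. A difference in culture, RNA or labelling stays open, and no biological explanation was tested.

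Without the replicate block the fit gave 798 up-regulated and 773 down-regulated genes, and the highest of the other splits gave 0 of each. Of 10 splits 1 gave as many up-regulated and 1 as many down-regulated genes, the real one included. The splits are too few for a share under 0.05.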

How the results depend on the processing

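The scalings by random probes, the polish within sets and the filter on attack-phase detection were chosen only after the result was seen. The cause was not tested for any value that turned or moved.

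Of the 91 named genes, the same direction and call held for 91 with the series matrix values, 90 with the polish within sets, 90 without genes below random probes, 85 with the mean of log2 values, 84 without the replicate block, 83 with normexp, 76 under the unadjusted *t*-test, 65 with the mean of linear values and 61 with median-centred raw intensities. Subtracting random probes kept 61 and centring on them 48. The filter on genes of lowest level left 89, of which 86 held. Under the *t*-test adjusted by Benjamini-Hochberg all 61 that had a call lost it, and the other 30 had none.

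Under that adjusted *t*-test 1 gene was higher and 5 were lower, with 1 at 10-fold or more and 1 of the study's up-regulated genes. The numbers of higher and lower genes were 865 and 781 with normexp, 1014 and 1159 from median-centred raw intensities, 904 and 920 with the mean of log2 values, 637 and 1273 with the mean of linear values, and 729 and 595 under the unadjusted *t*-test. A 2-fold threshold left 892 and 836. The filter on genes of lowest level left 402 lower genes, and only genes above random probes on all attack-phase arrays left 265. With the 12 datapoints as replicates 1309 were higher, 1295 of them in the study's lists, and 1309 were lower. The datapoints are 4 block values on each of 3 arrays and not independent. At 10-fold or more normexp gave 99, and median-centred raw intensities and the mean of linear values gave 104 each.

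With the block left out, 798 and 773 genes passed. Arrays of the same number lie in the same RMA set. After removing group means, correlations of the pairs were 0.15, 0.34 and -0.18, and attack-phase array 3 correlated best, at 0.36, with HI array 2.

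Leaving out each replicate gave 472 to 1053 higher and 300 to 1037 lower genes, with 472 to 1006 of the study's up-regulated genes called. With 2 pairs left, the fit pools the spread across genes. Camera p ran from 0.00459 to 0.815 for Bd0412–Bd0420, 0.00368 to 0.0506 for Bd0828–Bd0838 and 0.0282 to 0.928 for Bd1473–Bd1483, and without replicate 1 the direction turned for Bd0412–Bd0420, at 0.576, and for Bd1473–Bd1483, at 0.928. Medians ran from -0.14 to 0.53 for RNA polymerase, -0.31 to 0.17 for outer membrane proteins, -0.38 to 0.0343 for ABC transporters, -1.20 to 0.15 for chemotaxis, -0.00900 to 0.52 for pili, -0.42 to 1.64 for Bd0412–Bd0420 and -0.64 to 0.0627 for the predatosome. Gene values ran from -1.25 to 1.18 for Bd1358, -0.0795 to 1.07 for Bd3359, -0.15 to 0.44 for Bd1298, -0.43 to 0.19 for Bd0931, -0.45 to 0.0566 for Bd0816, -1.27 to 1.58 for Bd3459, -1.15 to 0.55 for Bd3279, -0.13 to 0.54 for Bd0136, -1.46 to 1.45 for Bd3063, -0.87 to 1.02 for Bd3360, -0.82 to 0.68 for Bd1168, -0.26 to 2.08 for Bd0881 and -0.52 to 1.10 for Bd3408.

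Subtracting random probes gave 447 higher genes, all 447 in the study's list, and 86 at 10-fold or more. Most genes sat at the floor on the attack-phase arrays in that scaling, so turns below 0 can come from the floor alone. Medians turned to -0.22 for DNA replication, -0.0831 for peptidoglycan, -0.36 for pili and -1.34 for outer membrane proteins. Genes that turned were Bd3637 at -0.63, Bd2298 at -1.06, Bd0816 at 0.20, Bd3459 at -0.28, Bd0136 at -1.25, Bd1634 at -0.83, Bd3063 at -0.16, Bd3359 at -0.0568, Bd1296 at -2.03, Bd1168 at -0.34, Bd3408 at -0.0737 and Bd1828 at -0.36.

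Centring on random probes adds the same amount to every gene, so that the turns it gave follow from the scaling and say nothing of a single gene or list. It gave 1868 higher and 53 lower genes, and 787 at 10-fold or more. Medians turned to 1.73 for ABC transporters, 0.68 for flagellar genes, 0.83 for chemotaxis, 1.62 for two-component systems, 1.45 for hypothetical proteins and 1.51 for the predatosome, each below the median of all genes, which was then 1.82. Genes that turned were Bd2512 at 0.59, Bd0487 at 1.65, Bd1904 at 0.52, Bd0816 at 1.57, Bd3575 at 1.01, Bd1358 at 1.40, Bd3279 at 1.57, Bd1903 at 1.33, Bd0722 at 0.0848, Bd1167 at 1.17, Bd3100 at 0.45, Bd0108 at 0.23, Bd0367 at 0.39, Bd3318 at 0.32, Bd0931 at 1.64 and Bd0156 at 0.21.

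With the mean of linear values the medians of pili and outer membrane proteins turned to -0.16 and -0.81. Genes that turned were Bd3637 at -0.43, Bd2298 at -0.78, Bd3459 at -0.36, Bd0136 at -0.73, Bd1634 at -0.0114, Bd3063 at -0.23, Bd3359 at -0.47, Bd3360 at -0.19, Bd2320 at -0.0385, Bd1296 at -1.49, Bd1168 at -0.0789, Bd3408 at -0.35 and Bd1828 at -0.10. With the mean of log2 values the median of outer membrane proteins was -0.11, and Bd0487 was at 0.00274, Bd0816 at 0.0567, Bd3063 at -0.0197 and Bd1298 at -0.0176. With normexp Bd3459 was at -0.00712, Bd3063 at -0.0296 and Bd1168 at -0.0233. The filter on genes of lowest level turned the medians of ABC transporters to 0.59, two-component systems to 0.0613 and hypothetical proteins to 0.10.

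From median-centred raw intensities camera p was 0.000652 for Bd1473–Bd1483 and 0.0821 for the *hit* locus. Medians turned to 0.00189 for flagellar genes, 0.0652 for chemotaxis and -0.37 for outer membrane proteins. Genes that turned were Bd3637 at -0.0646, Bd3834 at -0.23, Bd2298 at -0.23, Bd0816 at 0.83, Bd3279 at 0.27, Bd0136 at -0.50, Bd1634 at -0.38, Bd1296 at -0.21, Bd1167 at 1.00, Bd3100 at 0.0113, Bd0108 at 0.0417, Bd0367 at 0.00863, Bd3318 at 0.43 and Bd0931 at 0.29. An estimated correlation gave camera p of 0.462 for Bd0828–Bd0838, Bd2368–Bd2377 and the *hit* locus.

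Signal over background limits the attack-phase arrays, where the raw median of gene probes was 1.24, 1.06 and 1.11 times that of random probes, against 2.95, 7.60 and 2.83 on the HI arrays.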

Differences from the paper's values

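The filter and scalings added later were chosen only after the result was seen; the alternatives given with each value were set before the data were examined. The paper's calls rest on a *t*-test and SAM at 1.3-fold, and those here on an adjusted p, so the thresholds of the counts differ.

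The paper's count of genes down-regulated in HI growth is 1317, which is 36.7%, and here it was 836, or 23.3%. It came within 1.5 times of the paper's at 1159 genes (32.3%) from median-centred raw intensities and 920 (25.6%) with the mean of log2 values. So did 1273 (35.5%) with the mean of linear values and 1037 (28.9%) without replicate 1. The 12 datapoints as replicates gave 1309 (36.5%), also within 1.5 times. They are 4 block values on each of 3 arrays and not independent. The difference stayed with 773 without the replicate block, 781 with normexp, 836 with the series matrix values, 402 with the filter on genes of lowest level, 805 without genes below random probes, 595 under the unadjusted *t*-test and 5 when it was adjusted, 300 without replicate 2 and 574 without replicate 3. Of these alternatives the 12 datapoints came nearest to the paper's count. They also gave 1309 up-regulated genes against the paper's 1333, with 1295 of the 1309 in its lists. In the limma fit the up-regulated count, 892 (24.9%), was also below the paper's 1333 (37.2%), though within 1.5 times of it.

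For Bd0677 the paper's decrease is 6-fold and the value here 3.71-fold. It was 4.85-fold with the mean of linear values, 6.40-fold without replicate 1 and 5.70-fold with the 12 datapoints, and the difference stayed under the other alternatives.

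Among the named genes with a fold change in the copy of Figure S1, 13 had a log2 value there that differed from the value here. A gene was counted where the signs differed or the gap exceeded the SD of its pair differences. Genes whose pairs spread widely could thus differ by more without being counted, and genes not named were not compared this way. The legend of Figure S1 states that the fold change compared is taken between averages over the datapoints of a gene. Computed so, as a ratio of linear means over the 12 datapoints, it closed all 13 differences, and across the 1999 genes the log2 values correlated with the paper's at a rounded r of 1.00. The other alternatives that closed each are given next. The paper's value for Bd0069 is 2.23 and here it was 2.46, closed with the mean of log2 values and without replicate 1. For Bd3637 the paper's is 0.57 and here 0.70, closed with normexp, with the mean of log2 values and without replicate 2. For Bd1940 the paper's is 0.81 and here 1.31, closed with normexp. For Bd0039 the paper's is 3.47 and here 3.89, closed with the mean of log2 values and without replicate 3. For Bd1640 the paper's is 2.82 and here 3.23, closed with normexp, median-centred raw intensities, the mean of log2 or of linear values and without replicate 3. For Bd3834 the paper's is 0.68 and here 0.46, and for Bd0487 the paper's is 0.11 and here -0.17, closed under no other.

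The signs differed for the others. For Bd3459 the paper's is -0.40 and here 0.14, closed with normexp, the mean of linear values and without replicate 1. For Bd3063 the paper's is -0.35 and here 0.22, closed by the same and by the mean of log2 values. For Bd3360 the paper's is -0.27 and here 0.14, closed with the mean of linear values and without replicate 1. For Bd1298 the paper's is -0.10 and here 0.16, closed with the mean of log2 values and without replicate 1. For Bd1168 the paper's is -0.0721 and here 0.0514, closed with normexp, the mean of linear values and without replicate 1. For Bd0881 the paper's is -0.0414 and here 0.85, closed without replicate 1. Each difference stayed under the alternatives set before the data were examined that are not named for it.

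The paper names Bd2512 as a glycerol-3-phosphate transport gene that rose in both datasets, and here it was down-regulated, at a log2 fold change of -1.24. Figure S1 gives that product to Bd2152, which was at 4.18 and rose at least 11.7-fold, and which was chosen after its values were seen.

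Genes that the paper gives as up-regulated in HI growth and that did not pass here were Bd3637, Bd3834, Bd2196, Bd2298, Bd1476, Bd1828, Bd3125 and Bd3430, at 0.70, 0.46, 1.43, 0.31, 0.79, 0.79, 1.08 and 1.06. Bd3637 and Bd3834 passed under the unadjusted *t*-test, Bd3834 also with the mean of linear values, Bd2196 without the replicate block, Bd2196, Bd1476 and Bd3430 from median-centred raw intensities, and Bd2196, Bd3125 and Bd3430 without replicate 1. With the 12 datapoints all of the 8 but Bd1828 passed. Of the scalings chosen after seeing the values, subtracting random probes called Bd2196 and dropped 9 of the 28 named genes that the paper gives as up-regulated and that passed here, and 5 of 14 such down-regulated genes. Centring on random probes, which adds the same amount to every gene, called all 8 and dropped 12 of the 14.

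Genes that the paper gives as down-regulated and that did not pass were Bd3100 at -1.37, Bd0931 at -0.19 and Bd3408 at 0.16. For Bd0931 only Fig. 7 gives this, while the paper's text places the gene among those down-regulated in predation but not in HI growth, which the value here does not go against. Bd3100 passed without replicate 1 and with the 12 datapoints, and Bd0931 with the mean of linear values. The paper gives the cluster Bd1473–Bd1483 as up-regulated, and limma passed 0 of its 11 genes, with 1 at an unadjusted p under 0.05 and 0 by the *t*-test, while with the 12 datapoints 5 were higher and 1 lower. Camera called it without replicate 3, at 0.0282, and from median-centred raw intensities, at 0.000652. The other 2 clusters that the paper gives as up-regulated, Bd2368–Bd2377 and Bd0828–Bd0838, were called by camera at the preset correlation, while at an estimated correlation adjusted p was 0.462 for both, and 4 of the 9 genes of Bd0828–Bd0838 did not pass.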

Other observations

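The neighbour test was chosen before its result was seen, and no test here was chosen only after it.

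Proteases and peptidases changed both ways in HI growth. Of 52 genes in the named range, 16 were up-regulated, 9 were down-regulated and 27 did not pass, the same adjusted over the list alone. The shares over all genes were 24.9% up-regulated and 23.3% down-regulated. Bd1067 had a log2 fold change of 3.51 ± 0.407 and Bd1432 one of -3.30 ± 0.631 (limma, adjusted p = 0.000878 and 0.0057). In attack phase 19 of the 52 were above the random probes on all 3 arrays, 5 of the down-regulated ones among them.

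Of 33 two-component genes, which sense and relay outside signals, 5 were up-regulated and 10 were down-regulated, and of 20 genes of type IV and Flp pili 7 and 4. The counts were the same adjusted over each list alone. Bd0569, a two-component gene, was at -2.80 ± 0.505, and the pilus gene Bd0867 rose at least 2.80-fold, while *pilA* (Bd1290) was at -0.64 and did not pass (adjusted p = 0.199). In attack phase 7 of the 33 and 8 of the 20 were above the random probes on all 3 arrays.

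Of 953 genes for hypothetical proteins, 165 were up-regulated, 291 were down-regulated and 497 did not pass, with 165 and 290 adjusted over the list alone. In attack phase 265 of them were above the random probes on all 3 arrays, 114 of the down-regulated ones among them.

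Among the genes of Fig. 4, Bd1640 was up-regulated at a log2 fold change of 3.23 ± 0.388, Bd2439 was down-regulated at -4.55 ± 0.514, and Bd0881 was at 0.85 ± 0.798 and did not pass (adjusted p = 0.000982, 0.000817 and 0.407). Bd0646 was up-regulated at 1.61 ± 0.519 (adjusted p = 0.0362), a call lost without replicate 2 or 3, with the mean of linear values and under the *t*-test of the methods, unadjusted or adjusted.

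Genes with consecutive Bd numbers changed together. Over 3272 pairs their log2 fold changes correlated at r = 0.444, across genes, which are not independent replicates, and the highest of 1000 shuffles gave 0.0539. Shared transcripts of neighbouring genes may account for this, and Figure S1 had been read before the test was chosen.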
